# Transcriptome shock invokes disruption of parental expression-conserved genes in tetraploid wheat

**DOI:** 10.1038/srep26363

**Published:** 2016-05-20

**Authors:** Huakun Zhang, Xiaowan Gou, Ai Zhang, Xutong Wang, Na Zhao, Yuzhu Dong, Linfeng Li, Bao Liu

## Abstract

Allopolyploidy often triggers phenotypic novelty and gene expression remolding in the resulting polyploids. In this study, we employed multiple phenotypic and genetic approaches to investigate the nature and consequences of allotetraploidization between A- and S-subgenome of tetraploid wheat. Results showed that karyotype of the nascent allopolyploid plants (AT2) is stable but they showed clear novelty in multiple morphological traits which might have positively contributed to the initial establishment of the tetraploids. Further microarray-based transcriptome profiling and gene-specific cDNA-pyrosequencing have documented that transcriptome shock was exceptionally strong in AT2, but a substantial proportion of the induced expression changes was rapidly stabilized in early generations. Meanwhile, both additive and nonadditive expression genes showed extensive homeolog expression remodeling and which have led to the subgenome expression dominance in leaf and young inflorescence of AT2. Through comparing the homeolog-expressing patterns between synthetic and natural tetraploid wheats, it appears that the shock-induced expression changes at both the total expression level and subgenome homeolog partitioning are evolutionarily persistent. Together, our study shed new light on how gene expression changes have rapidly occurred at the initial stage following allotetraploidization, as well as their evolutionary relevance, which may have implications for wheat improvements.

Polyploidy, or whole genome duplication (WGD), has long been considered as a driving force in the evolution and diversification of plants^1^,^2^,^3^,^4^,^5^,^6^,^7^,^8^. Polyploidy includes two major types, autopolyploidy (WGD within a single species) and allopolyploidy (WGD of two or more diverged nuclear genomes). Both types of polyploidy, but allopolyploidy in particular, are thought to provide efficient avenues for rapid generation of phenotypic novelties that may directly or indirectly contribute to the initial establishment of a nascent polyploid as well as to its evolutionary success as a new species^6^,^9^. Indeed, recent studies from diverse plant taxa have shown that allopolyploidy often causes strong and abrupt genetic and epigenetic stresses that would result in both structural and functional incompatibilities. For example, the incompatibility at gene expression level, i.e., dysregulated expression of different parental alleles, is widely observed in synthetic and natural polyploids^3^,^4^,^8^,^9^,^10^,^11^,^12^,^13^,^14^,^15^. Of these changes, gene expression nonadditivity is a common feature of polyploids and which may have played crucial roles in the adaptation and evolution of plants^14^.

The *Triticum*-*Aegilops* complex contains 13 diploid species, which belong to eight distinct but related genome groups (A, D, S, M, C, U, N and T)^16^. The A and S (also referred to as B) genomes diverged from a common ancestor some 6.5 million years ago (MYA) and then combined together via allotetraploidization about 0.5 MYA, which has led to the formation of a wild tetraploid wheat *Triticum turgidum* ssp. *dicoccoides* (BBAA) and from which the cultivated tetraploid wheat, *Triticum turgidum* ssp. *durum* (BBAA), was successfully domesticated^17^,^18^,^19^,^20^. Then, a single or a few allohexaploidization events between *Triticum turgidum* ssp. *durum* (BBAA) and goat-grass *Aegilops tauschii* (DD) has led to the establishment of the hexaploid wheat, *Triticum aestivum* (DDBBAA), which occurred less than 10,000 years ago^21^,^22^. The evolutionary history of A-, B- and D-genome makes the polyploid wheat complex an excellent system to address the effects and consequences of allopolyploidy on the evolutionary success of new species. Indeed, a series of studies based on multiple molecular approaches have demonstrated that allohexaploidization has trigged a large amount of novel genetic (i.e., gene loss) and epigenetic (i.e., alteration in cytosine methylation) changes^15^,^23^,^24^,^25^,^26^,^27^,^28^. However, the recent formation and evolution only under domestication of hexaploid wheat have largely limited its relevancy to elucidate the nature and impact of the genomic and transcriptomic shocks *per se* on the long-term evolutionary process of tetraplpid wheat. In light of this, we have recently employed RNA-seq-based transcriptome profiling to investigate the homeolog expression changes of synthetic and natural tetraploid wheats, with a specific emphasis on the fate of altered homeolog expression in the long-term evolutionary process^29^. However, due to the still incomplete reference genome in wheat, the RNA-seq-based analysis albeit has the advantages of distinguishing expression of homeologs with diagnostic SNPs, makes the analysis of global total expression changes (*i.e.*, transcriptome shock) still not as robust as microarray-based assay.

In this study, we focused on the phenotypic, karyotypic and gene expression changes at the initial stage after the allotetraploidization event between A and S genomes. Specifically, we investigated the GISH/FISH-based karyotype, basic morphologies (*i.e*., plant height, autogamy and seed dispersal) and gene expression patterns of a synthetic tetraploid (designated as AT2) (S^l^S^l^AA) with its diploid parental species *Triticum urartu* (TMU06, AA) and *Aegilops longissima* (TL05, S^l^S^l^). To further evaluate if the induced novel changes showed associations with the evolutionary success of a resulting tetraploid species, we assessed the chromosome composition, morphologies and transcriptional dynamics of a natural tetraploid species *Triticum turgidum* ssp. *dicoccoides* (TD, BBAA) and its domesticated form *Triticum turgidum* ssp. *durum* (TTR13, BBAA). We specifically investigated (1) when did the phenotypic and genetic novelties be generated and how the induced gene expression changes evolved at multiple early generations after allotetraploidization; (2) the possible relevancy of the shock-induced changes in total expression level and homeolog expression partitioning to the long-term evolutionary success of tetraploid wheats.

## Results

### Karyotype stability and phenotype novelty characterize the synthetic tetraploid wheat

The study plants included the following: (1) four consecutive generations (S_5_-S_8_) of a synthetic allotetraploid wheat (AT2, S^l^S^l^AA) between diploid species *T. urartu* (TMU06, AA) –the diploid progenitor of the A-subgenome of natural tetraploid wheat *T. turgidum*, and *Ae. longissima* (TL05, S^l^S^l^)– a species of the *Sitopsis* section of *Aegilops*, presumably related to the diploid progenitor of the B-subgenome of *T. turgidum*. The choice of generations S_5_-S_8_ for AT2 was primarily based on previous studies showing that rapid genomic changes due to genome chaos in synthetic tetraploid wheats were largely stabilized after generation 5 (S_5_)^27^,^30^,^31^, and the major purpose of this study was to explore gene expression changes that are likely evolutionarily relevant; (2) A diverse collection of both natural *T. turgidum* ssp. *dicoccoides* (TD, BBAA) and domesticated *T. turgidum* ssp. *durum* (TTR13, BBAA). As revealed by the GISH/FISH analysis, karyotype of the synthetic tetraploid AT2 (S^l^S^l^AA, 2*n* = 4*x* = 28) is intrinsically stable upon formation and which is analogous to those of both subspecies, *dicoccoides* (TD) and *durum* (TTR13), of natural tetraploid wheat, *T. turgidum* (BBAA) (Fig. 1A–D). Likewise, the phenotypes of AT2 are grossly similar to the two natural tetraploid subspecies in overall plant statue, life history-related traits and spike/kernel morphology (Fig. 1a–d). For example, although the seed-setting of AT2 is significantly less productive compared to one (*T. urartu*) of its diploid parents as well as the natural tetraploid species (Fig. 1F), AT2 exhibited immediate transgressive (over-dominance) heterosis in seedling growth and biomass over both of its diploid parental species, although, expectedly, it is still inferior to the evolved natural allotetraploid species in the measured traits (Fig. 1E–H). These features make the newly formed allotetraploid AT2 a suitable system to infer the nature and consequences of changes at the initial stage after the allotetraploidization event between A and B genomes leading to formation of natural tetraploid wheat, *T. turgidum*.

### Transcriptome shock disrupts parental gene expression in the synthetic tetraploid wheat but the remodeled expression patterns showed rapid transgenerational stabilization

Based on the Affymetrix GeneChip® Wheat Genome Array (The Affymetrix, Inc., Santa Clara, CA, USA) profiling, we detected 16,275 and 19,204 genes that showed reliable expression (based on MAS5 flags analysis for reproducibility among the three biological replications for a given genotype) in the leaf and young-inflorescence tissues, respectively. 

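Expression was measured with the Wheat Genome Array in 9 genotypes, each in leaf and in young inflorescence with 3 arrays, 54 arrays in all. The genotypes were the diploid parents Aegilops longissima (TL05, S genome, the female parent) and Triticum urartu (TMU06, A genome), an RNA mixture of both parents at 1:1 (the in vitro "hybrids", called Mix here), the synthetic tetraploid AT2 at selfed generations S5, S6, S7 and S8, and the natural tetraploids TD (ssp. dicoccoides) and TTR13 (ssp. durum). Leaf was the second leaf of seedlings and young inflorescence was taken at booting, and each array carried RNA pooled from several plants. For Mix it is not stated whether the 3 mixtures came from separate pools. The genotype field of the sample labels gives AT2 for all 54 arrays, so the genotype of each array was taken from its title. The values are log2 expression levels made by the authors with RMA (background correction, quantile normalization and a summary of the probes of each probe set). No present calls are among the processed values. In their place a probe set was analysed in a tissue where all 3 arrays of at least 1 of 7 groups (the parents, Mix and the 4 generations) lay above the 65th percentile of their own array. This kept 24053 probe sets in leaf and 23348 in young inflorescence, called genes from here on although a gene can have several probe sets.

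Each tissue was fitted with limma over its 27 arrays, and genes with a Benjamini-Yekutieli adjusted p under 0.05 were called. The p-values rest on the spread between pools, and the number of arrays limits the precision. Pearson correlations between arrays of a genotype, computed across genes (which are not independent replicates), were 0.962 to 0.995 in leaf and 0.982 to 0.996 in young inflorescence. In simulated data with the spread of these arrays, a planted 2-fold change between S5 and Mix was called for 53 of 67 genes in leaf and for 60 of 67 in young inflorescence. A planted 1.5-fold change was called for 18 of 67 and 35 of 67 genes. Far fewer genes were changed in the simulation than were called in the real comparison, which makes the adjusted p stricter there. These shares are therefore not rates for the real data. Changes of that size can be missed here too, at a rate that the simulation does not give. Of all probe sets, 1273 are paired with a gene in the annotation, and 200 of them with a named gene, 102 genes in all. Named genes below therefore cover a small part of the array, and synonyms were taken as names where no symbol was given. A level under the median of its array (4.69 to 4.92 over the arrays) is not told apart from background here, and a fold change against it is a lower bound. Probe set names are written here without the point that follows the prefix Ta or TaAffx.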

Through comparing the whole transcriptome expression difference between the two diploid parental species, we found that a total of 73% and 67% genes are differently expressed, which were defined as parental expression-differential (PED) genes in the leaf and young inflorescence, respectively (Fig. S1). 

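In leaf, 11746 of the 24053 genes (48.8%) were called at different levels in T. urartu and Ae. longissima, and in young inflorescence 12252 of the 23348 genes (52.5%). These calls rest on probe signal, and whether the probes bind the RNA of both species alike was not tested. Among named genes in leaf, a wide gap was at a probe set of lgul, the lactoylglutathione lyase that removes toxic methylglyoxal (Ta28068.1.S1_at), with a log2 level of 12.38 ± 0.05 in T. urartu and 4.24 ± 0.21 in Ae. longissima (SD, n = 3). Its log2 fold change of 8.15 (standard error 0.17, adjusted p = 4.17e-20 from limma) is a lower bound, because the Ae. longissima level lies under the median of its arrays. A second lgul probe set, Ta8554.1.S1_at, went the other way, with a log2 fold change of -3.25 (standard error 0.17). GSTZ1, a zeta-class glutathione transferase (TaAffx56524.1.S1_at), was higher in T. urartu by at least 5.07 on the log2 scale (standard error 0.14, adjusted p = 3.76e-18). The chromatin protein gene Hmgb3 (3.35, standard error 0.17), the tubulin gene Tubb5 (1.78, standard error 0.30), the zinc finger gene WZF1 (2.38, standard error 0.35) and DMAS1, which makes the iron-chelating deoxymugineic acid (2.39, standard error 0.17), were also higher in T. urartu leaf.

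Higher in Ae. longissima leaf were Prx1 (log2 fold change -4.14, standard error 0.15, adjusted p = 4.82e-16), the protein repair enzyme gene PIMT (-3.43, standard error 0.20, adjusted p = 6.24e-12) and TCTP, a translationally controlled tumour protein (-1.35, standard error 0.11). The histone genes wcH2B-6 (Ta27708.1.S1_x_at, -1.43, standard error 0.28) and wcH2A-9 (Ta27657.7.S1_x_at, -1.11, standard error 0.17) were higher there as well. The call of wcH2B-6 is lost when only the 6 parental arrays are fitted (adjusted p = 0.0719). Of 12 probe sets annotated as rbcL, the large subunit of Rubisco, 5 were lower in T. urartu leaf and 7 did not pass the test (6 lower with median centring and 7 with quantile normalization of the arrays). As a set, the rbcL probe sets did not differ from other genes (camera adjusted p = 0.288 over 7 groups). Outside the named genes, chosen after their values were seen, TaAffx21600.1.S1_at had a log2 fold change of at least 9.30 in leaf and Ta28058.1.S1_at of -9.04.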

The rest genes showed equal expression between the parental species in the respective tissues, and which were defined as parental expression-conserved (PEC) genes. 

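The parental difference itself changed with the tissue for 10482 of 27583 genes (38%) in a limma fit of all 54 arrays with a tissue by parent interaction, 5883 of them with a higher T. urartu to Ae. longissima ratio in young inflorescence and 4599 with a lower one. In young inflorescence the lgul probe set Ta28068.1.S1_at had a log2 fold change of at least 2.57 (standard error 0.11) and DMAS1 of 2.03 (standard error 0.11). Prx1 was higher in Ae. longissima in young inflorescence as well, with a log2 fold change of -2.44 (standard error 0.14). PEC genes made up 51.2% of the analysed genes in leaf (12307) and 47.5% in young inflorescence (11096). PED genes were thus the larger share in young inflorescence and the smaller in leaf (Fisher's exact test between the tissues, odds ratio 1.16, p = 2.36e-15). Genes are not independent replicates, so this p understates the error. Leaving out 1 array at a time gave 10585 to 11984 PED genes in leaf and 11358 to 12433 in young inflorescence. The order of the 2 shares turned with a minimum fold change of 1.5. There 5038 and 4789 PED genes of leaf were higher in T. urartu and in Ae. longissima, and 5573 and 3513 of young inflorescence. The order also turned with a fit of only the parents and without T. urartu replicate 1 or 2 of young inflorescence. A parental array missing in 1 tissue lowers the count of that tissue by itself, so the latter turns are partly built in.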

An interesting observation is that the proportions of PED and PEC genes are statistically different between the two tissues (prop.est *P* < 2.2e-16) (Fig. S1). In addition, we also found that, of the PED genes, the proportion of up-regulated genes were significantly greater (prop.test, *P* < 0.05) than that of the down-regulated genes in young inflorescence, but both of up- and down-regulated genes are statistically equal in leaf (prop.test, *P* > 0.05) (Fig. S1). Together, the results suggest that with regard to total gene expression level, both PEC and PED genes between the two diploid parental species showed tissue-specific differences. 

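Of the PED genes in young inflorescence, 7483 (61.1%) were higher in T. urartu and 4769 were higher in Ae. longissima (exact binomial p = 9.41e-134). In leaf, 5746 (48.9%) were higher in T. urartu and 6000 in Ae. longissima (exact binomial p = 0.0196). The genes of histones H2A and H2B, which package DNA, went against the general direction in young inflorescence: 11 of 16 probe sets were lower in T. urartu, 2 were higher and 3 did not pass the test (camera adjusted p = 0.000531, adjusted p = 0.423 with an estimated correlation), and 12 were lower with median centring or quantile normalization. The largest of these falls were at wcH2B-8 (Ta7378.35.S1_x_at, log2 fold change -6.88, standard error 0.14, adjusted p = 2.3e-21) and wcH2A-2 (Ta29542.1.S1_x_at, -4.70, standard error 0.20, adjusted p = 3.63e-15). A wcH2A-9 probe set, Ta27657.12.S1_at, was lower too (-3.13, standard error 0.13). Another wcH2B-8 probe set, Ta7378.18.S1_x_at, rose by 3.55 (standard error 0.24), so probe sets of 1 histone gene name did not move together. In leaf, 4 of 5 histone probe sets were lower in T. urartu (camera adjusted p = 0.339).

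Among 6 nuclear genes of photosynthesis, 4 were lower in T. urartu inflorescence and 2 did not pass the test (camera adjusted p = 0.157), with phosphoribulokinase (PRK) of the Calvin cycle at -1.84 (standard error 0.15, adjusted p = 1.21e-09). The tubulin probe set Ta214.1.S1_at was higher by 2.03 (standard error 0.09), and of 9 tubulin probe sets 3 were higher and 4 were lower (2 higher and 4 lower with median centring or quantile normalization). The beta-amylase gene BMY1, whose product breaks down starch, was also higher in T. urartu (1.22, standard error 0.16, adjusted p = 6.18e-06). Of the probe sets without a gene name, Ta2939.2.S1_s_at (7.18) and Ta27765.3.S1_at (-10.42) were singled out after their values were seen. These 2 folds and those of Ta27657.12.S1_at and Ta7378.18.S1_x_at are lower bounds, with the dimmer parent under the median of its arrays. The uneven split in young inflorescence depended on the scale of the arrays. With each array set to the same median over the analysed genes (median centring), 6298 PED genes were higher in T. urartu and 6262 in Ae. longissima. With quantile normalization over all probe sets they were 6554 and 6054. The medians over all probe sets lay the other way, at 4.769 to 4.808 in T. urartu and 4.815 to 4.873 in Ae. longissima, and centring on them was not tried. In leaf the excess toward Ae. longissima is wider with median centring (5378 in T. urartu and 6675 in Ae. longissima), quantile normalization (5559 and 6875), Benjamini-Hochberg adjustment (6982 and 8092) and no filter (6599 and 7732). It turns with the 75th percentile filter (5017 and 4986), a fit of only the parents (4905 and 4653), a minimum fold change of 1.5 (5038 and 4789), only probe sets without shared probes (3828 and 3819) and without T. urartu replicate 3 (5538 and 5432). It no longer passes the exact binomial test with a replicate block (5735 and 5926, p = 0.0785) or without Ae. longissima replicate 1 (p = 0.916) or 2 (0.0678), T. urartu replicate 1 (0.292) or 2 (0.236), S7 replicate 1 (0.0558) or 3 (0.0588) or TTR13 replicate 3 (0.0579).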

We then compared the relative expression level of each gene with the mid-parent values (MPVs) and found that substantial proportions of genes showed nonadditive expression in both tissues at each of the four consecutive early selfed generations (S_5_ to S_8_) of the synthetic allotetraploid wheat AT2, indicating that a strong transcriptome shock was invoked upon the formation of AT2 (Fig. 2A,B). Nevertheless, in contrast to widely accepted conclusions from previous studies and despite the unequal spaces for the PEC and PED genes to show nonadditive expression in the resulting allopolyploids (Fig. 2C), we found that these two gene categories, PEC and PED, showed statistically equal propensities for nonadditive *vs* additive expression (prop.test, *P* > 0.05) in both tissues at each of the four generations of AT2 (Fig. 2D,E). This observation suggests that although strong transcriptome shock was invoked in the nascent allotetraploid (AT2), some of the rapid expression changes have already been stabilized and maintained across the four generations. 

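Set against the Mix arrays, 6245 genes (26%) were nonadditive in leaf at S5, 5124 (21.3%) at S6, 2854 (11.9%) at S7 and 7618 (31.7%) at S8. In young inflorescence the counts were 5802 (24.9%), 5026 (21.5%), 3665 (15.7%) and 4656 (19.9%). In leaf, genes of translation were above Mix: over the mean of the 4 generations all 7 rose (camera adjusted p = 0.00689, adjusted p = 0.21 with an estimated correlation), but 3 of 7 did so with median centring or quantile normalization. Examples are TEF1, an elongation factor gene (Ta659.3.S1_x_at, log2 fold change 0.61, standard error 0.10, adjusted p = 0.000322), RPL9, a ribosomal protein gene (0.58, standard error 0.11), and the cap-binding translation initiation factor gene eIF4E (0.33, standard error 0.07). At S5, 6 of the 7 rose, at S6 3 and at S8 6, but with median centring 4, 1 and 3 did and with quantile normalization 3, 1 and 3. At S7 limma called 0 of them, with 3 above Mix at an unadjusted p under 0.05.

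Defence genes were above Mix in leaf in some generations. The xylanase inhibitor gene XIP-I (Ta1200.1.S1_at) rose by 3.53 in S5 (standard error 0.46, adjusted p = 4.18e-05) and by 1.95 in S6 (standard error 0.46, adjusted p = 0.0223), and was at 0.41 in S7 (adjusted p = 1). The pathogenesis-related gene PR5 (Ta24501.1.S1_at) rose by 2.58 in S7 (standard error 0.52, adjusted p = 0.00816) and by 3.47 in S8 (standard error 0.52), with a level in S8 of 7.99 ± 1.69 against 4.52 ± 0.08 in Mix (SD, n = 3), which lies under the median of its arrays. Both XIP-I probe sets and PR5, the 3 analysed members of their group, rose over the mean of the generations, also with both scalings of the arrays. In leaf raftin1b, an anther protein gene, fell by 1.54 in S8 (standard error 0.15, adjusted p = 6.51e-07). In young inflorescence all 6 nuclear photosynthesis genes rose at S5 (camera adjusted p = 0.0111, adjusted p = 0.191 with an estimated correlation), 4 of them with either scaling. At S6, S7 and S8 limma called 0 of them, with 0, 1 and 0 above Mix at an unadjusted p under 0.05. They include PRK (0.83, standard error 0.15), PsbP and PsbO of the oxygen-evolving complex (0.65, standard error 0.14, and 0.59, standard error 0.08) and petC of the cytochrome complex between the photosystems (0.63, standard error 0.13).

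Rising genes were 65.5%, 66.6%, 50.7% and 62.1% of the nonadditive genes in leaf at S5, S6, S7 and S8, and 64.9%, 60.2%, 52.8% and 60.1% in young inflorescence (exact binomial p between 3.72e-134 and 0.465 in leaf, the latter at S7, and at most 0.000665 in young inflorescence). The excess of rising genes depended on the scale of the arrays. With median centring 48.9%, 48.1%, 48.8% and 43.9% rose in leaf and 47.7%, 44.5%, 46.2% and 46.8% in young inflorescence, and with quantile normalization 49.7%, 51.9%, 48.8% and 49.5%, and 55.2%, 56.4%, 51.6% and 56%. At S7 in young inflorescence it also turned without Mix replicate 1 (47.2%) or S7 replicate 1 (46.8%) or 3 (47.3%), with no filter (44.7%), a fit of only the groups compared (45.1%) or a minimum fold change of 1.5 (39.7%). Single arrays moved some counts by more than 1.5 times: without Mix replicate 2 or 3, 3331 and 3110 genes were called at S6 and 1795 and 1821 at S7, without S7 replicate 2 or 3 the S7 count was 1760 and 1885, and without Mix replicate 1 the count of young inflorescence at S7 was 2409. From the substantial shares of nonadditive genes in both tissues at each of the 4 generations, the paper concludes that a strong transcriptome shock was invoked upon the formation of AT2 (Fig. 2A,B).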

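PED genes were nonadditive more often than PEC genes at every generation in both tissues. In leaf, 29.1% of PED and 23% of PEC genes were nonadditive at S5, 23.8% and 18.9% at S6, 13.9% and 9.88% at S7, and 34.5% and 29% at S8. In young inflorescence these shares were 29.3% and 19.9% at S5, 26.4% and 16.2% at S6, 21% and 9.84% at S7, and 24.9% and 14.4% at S8. The odds ratios of PED over PEC genes were 1.37, 1.33, 1.48 and 1.29 in leaf and 1.67, 1.86, 2.44 and 1.97 in young inflorescence (Fisher's exact test, two-sided, p at most 2.21e-20 in leaf and 4.57e-63 in young inflorescence, over genes that are not independent). PED genes higher in Ae. longissima were the most often nonadditive in young inflorescence, where 45.3%, 34.9%, 36.4% and 33% of them were nonadditive at S5, S6, S7 and S8, against 19.2%, 20.9%, 11.2% and 19.8% of those higher in T. urartu (p at most 2.46e-59). The latter share lay below that of the PEC genes at S5 and above it at S6, S7 and S8. The size of the odds ratios depends on the filter: in leaf they were 1.12, 1.13, 1.26 and 1.08 with the filter at the 75th percentile and 3.49, 3.14, 3.84 and 3.25 with none. The histone probe set Ta7378.35.S1_x_at of wcH2B-8 was of the first kind, with a log2 level of 12.31 ± 0.25 in Ae. longissima, 11.58 ± 0.13 in Mix and 10.83 ± 0.06 in S5 (SD, n = 3). In leaf, genes higher in T. urartu were the more often nonadditive ones, with 30.4%, 26.2%, 16% and 36.3% against 27.8%, 21.5%, 12% and 32.8% of those higher in Ae. longissima (odds ratios of the latter over the former 0.884, 0.771, 0.713 and 0.854, each passing Fisher's exact test). At S5 the difference no longer passes with the 75th percentile filter (odds ratio 0.938) or without T. urartu replicate 1 or 2 (0.953 and 0.935) or S6 replicate 1 or 2 (0.929 and 0.958).

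**Figure D1:**
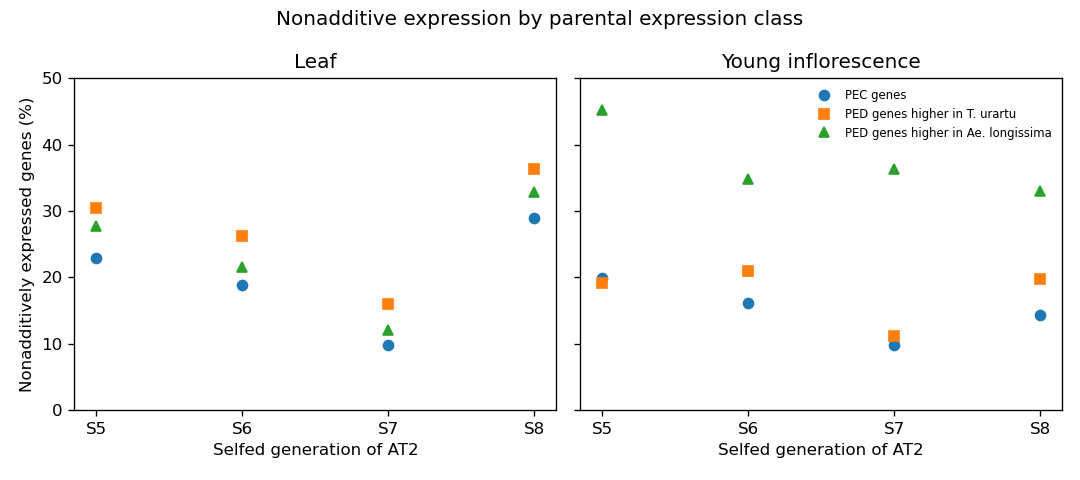
Percentage of nonadditively expressed genes (vertical axis) at selfed generations S5 to S8 of AT2 (horizontal axis) in leaf (left) and young inflorescence (right). Circles are PEC genes, squares PED genes higher in T. urartu and triangles PED genes higher in Ae. longissima; in young inflorescence the triangles lie between 33% and 45.3%, above the other groups.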

We therefore evaluated how many genes have shown the same nonadditive expression patterns across the early generations following the transcriptome shock, and if the shock *per se* is still transgenerationally ongoing and affecting different genes in different generations of AT2. We found that a total of 2,432 (in leaf) and 2,777 (in young inflorescence) genes showed the same nonadditive expression pattern across the four consecutive generations in AT2 (Fig. 3A,B). These transgenerationally consistent nonadditive expressing genes accounted for 23–40% (in leaf) and 36–55% (in young inflorescence) of the total genes showing nonadditive expression in each of the four generations (Fig. 3A,B). 

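In leaf, 794 genes were nonadditive in the same direction in all 4 generations, 575 above and 219 below Mix, and in young inflorescence 1916 were, 1087 above and 829 below. GSTZ1 (TaAffx56524.1.S1_at) was the only one of 103 analysed named probe sets in leaf among them, above Mix by 0.53 at S5, 0.56 at S7 and 1.03 at S8 (standard error 0.14 each) and called at S6 too. At 8.51 ± 0.25 to 9.18 ± 0.24 (SD, n = 3) it was near the T. urartu level of 8.85 ± 0.04. Of 96 named probe sets in young inflorescence 5 were consistent. PMM, a phosphomannomutase gene of the pathway to ascorbate and glycoproteins (Ta29895.2.A1_at), was above Mix by 0.59 on average (standard error 0.10). TPC1, a calcium channel gene (Ta28747.1.S1_at), was below by an average log2 fold change of -0.64 (standard error 0.10), and BMY1 (Ta3.1.S1_at) by at least -0.81 (standard error 0.13), at 4.59 ± 0.07 in S8, under the median of its arrays, against 5.49 ± 0.19 in Mix. The other two were probe sets of wcH2B-8, Ta7378.17.S1_x_at (-1.49, standard error 0.20) and Ta7378.35.S1_x_at (-0.77, standard error 0.11).

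Wide changes were at probe sets without a gene name, singled out after their values were seen. In leaf, Ta3348.1.S1_a_at was at 3.94 to 4.41 in the parents and 3.84 in Mix, and at 9.40 to 9.70 in the 4 generations. Ta3830.1.S1_a_at was at 11.55 in Ae. longissima, 4.56 in T. urartu and 10.58 in Mix, and stayed at 4.45 to 4.60 in AT2. In young inflorescence Ta23477.1.S1_a_at was above Mix by 4.60 on average (standard error 0.19), and Ta7378.3.S1_at, at 13.42 in Ae. longissima and 3.75 in T. urartu, had log2 fold changes of -7.90 to -8.03 against Mix. The folds of Ta23477.1.S1_a_at, whose Mix level lies under the median of its arrays, of Ta7378.17.S1_x_at, whose AT2 levels lie under it, and of Ta7378.3.S1_at, whose AT2 levels lie close to it, are lower bounds.

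The counts depended on single Mix arrays and on the control. Without Mix replicate 2 or 3 the leaf count was 450 and 438, without Mix replicate 1 that of young inflorescence was 1238, and against the mean of the parents' log2 values the counts were 2970 and 3797. With median centring 432 rose and 282 fell in leaf and 813 rose and 1048 fell in young inflorescence. The named genes were near the threshold in at least 1 generation. The leaf call of GSTZ1 is lost with either scaling of the arrays (highest adjusted p = 0.13 and 0.4) and when any of 18 of the 27 arrays is left out. It is also lost with no filter, the 50th percentile filter, a replicate block or only the groups compared in the fit. PMM is lost without S5 replicate 2 or 3, S7 replicate 1 or 3 or Mix replicate 1 or 2 (adjusted p up to 0.198) and with either scaling. Both PMM and TPC1 are also lost with no filter, with only the groups compared in the fit, and against the mean of the parents' log2 or of their linear values. The highest adjusted p over the alternatives was 0.276 for PMM and 0.247 for TPC1. Among single arrays, TPC1 is lost without any S5 array or Mix replicate 2 or 3 (up to 0.167), and BMY1 without S5 replicate 1 or 3, S7 replicate 2 or Mix replicate 2 or 3 (up to 0.132). Ta7378.17.S1_x_at is lost when only the arrays of the 2 groups compared are fitted (0.138) and Ta7378.35.S1_x_at without Mix replicate 1, and against the mean of the parents' log2 values the latter turns to 1.94 above the control.

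**Figure D2:**
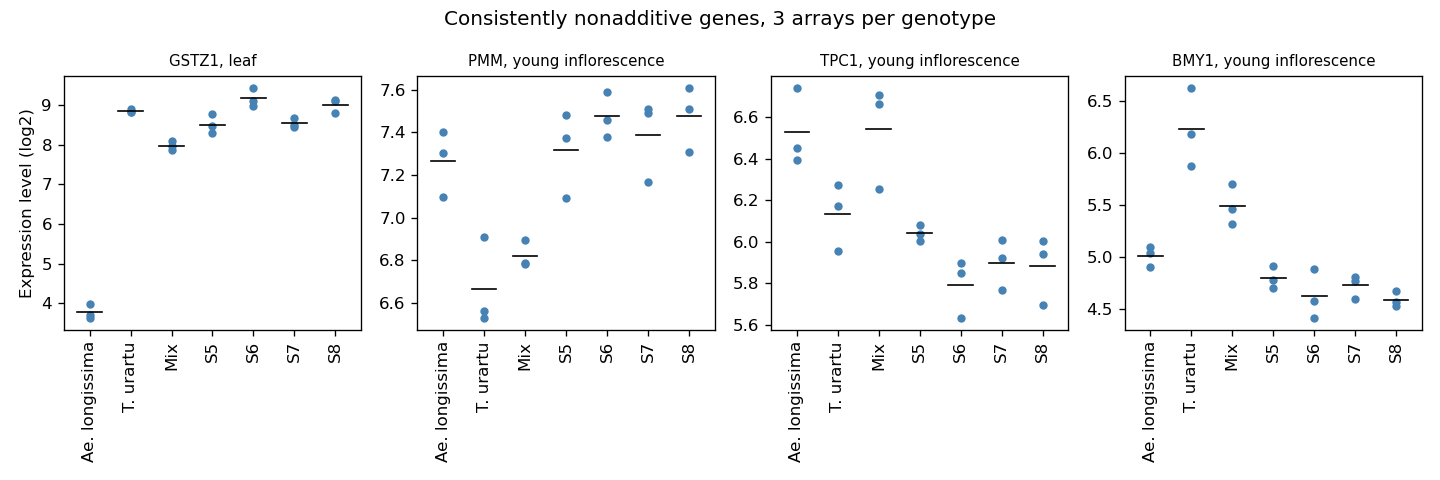
Expression level (log2, vertical axes, each with its own range) of GSTZ1 in leaf and of PMM, TPC1 and BMY1 in young inflorescence, in the parents, Mix and generations S5 to S8 of AT2 (horizontal axes). Points are the 3 arrays of a genotype and bars their mean; GSTZ1 and PMM lie above Mix in all 4 generations and TPC1 and BMY1 below.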

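The 794 consistent genes in leaf were 12.7%, 15.5%, 27.8% and 10.4% of the nonadditive genes at S5, S6, S7 and S8, and the 1916 in young inflorescence were 33%, 38.1%, 52.3% and 41.2%. Over all generations, 11752 genes in leaf were nonadditive at least once, 5362 of them (45.6%) in 1 generation, 3525 (30%) in 2, 2031 (17.3%) in 3 and 834 (7.1%) in 4. In young inflorescence 8479 were, 3093 (36.5%) in 1 generation, 2020 (23.8%) in 2, 1448 (17.1%) in 3 and 1918 (22.6%) in 4. XIP-I and PR5 in leaf are of the first kinds, each nonadditive in 2 generations (Ta1200.1.S1_at at S5 and S6, Ta24501.1.S1_at at S7 and S8). The photosynthesis genes of young inflorescence were called in S5 and not in the other generations, a difference that was not tested for them, with PsbP at 0.02, 0.03 and 0.10 above Mix in S6, S7 and S8 and PRK at 0.17, -0.19 and 0.20. Of genes nonadditive in 2 or more generations, 358 of 6390 in leaf (5.6%) and 30 of 5386 in young inflorescence (0.557%) changed sign. The comparisons share the Mix arrays. Lists drawn independently at these sizes would share 7.9 genes with 1 sign in leaf and 5.9 in young inflorescence, and in 10 simulations per tissue of unchanged generations set against shared Mix arrays the highest count of consistent genes was 0. Unchanged genes are hardly ever called, so that count does not measure what the shared arrays add among called genes.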

Notably, the proportions of nonadditive expressing genes in young inflorescence were significantly higher than those in leaf (prop.test, *P* < 0.05), suggesting difference between the two tissues in rapid stabilization of the shock-induced gene expression rewiring.

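The consistent share of the nonadditive genes was higher in young inflorescence than in leaf at each generation, with odds ratios of 3.38 at S5, 3.36 at S6, 2.84 at S7 and 6.01 at S8 (Fisher's exact test, two-sided, p = 9.14e-160, 1.49e-149 and 1.82e-89 at the first 3, and under the smallest number that can be stored at S8). Against the mean of the parents' log2 values it was also higher there, but with a smaller odds ratio at each generation. A consistent gene must be called in every generation, so this share depends on how easily changes are called in a tissue. The median SD between arrays was higher in leaf in each generation (0.126 against 0.081 at S5), but not in Mix (0.115 against 0.122). A simulated 1.5-fold change of S5 against Mix was called for 18 of 67 genes in leaf and 35 of 67 in young inflorescence. How much of the tissue difference in consistent shares comes from this was not tested. The share of nonadditive genes among all analysed genes did not go 1 way. By Fisher's exact test it was lower in young inflorescence than in leaf at S5 (odds ratio 0.943, p = 0.00552) and S8 (0.537, p = 3.29e-188) and higher at S7 (1.38, p = 8.91e-34), and at S6 the difference did not pass the test (1.01, p = 0.56). The difference at S5 turns with no filter (odds ratio 1.05) and without any single S5 or Mix array of leaf (17.8% to 22.4% nonadditive in leaf), and that at S7 turns without Mix replicate 1 or S7 replicate 1 or 3 of young inflorescence (10.3%, 10.7% and 10.5% there). That at S5 is lost with the 50th percentile filter (0.994) or only probe sets without shared probes (0.995), and that at S7 with the log2-mean mid-parent value (0.977) or a minimum fold change of 1.5 (0.954) and without S7 replicate 2 or Mix replicate 3 of young inflorescence (1.01 each). Many other single arrays also lose that at S5, such as Ae. longissima replicate 1 (0.968) or T. urartu replicate 2 (0.997) of leaf. At S6 the test passes in either direction under alternatives, with 0.742 against the log2-mean mid-parent value and 1.68 with only the groups compared in the fit. Single arrays move it further each way. At S6 young inflorescence had 3578 nonadditive genes without Mix replicate 1, and leaf had 3331 and 3110 without Mix replicate 2 or 3. Leaving an array of Mix or of the generation out of 1 tissue lowers the count of that tissue by itself, while the other tissue keeps all its arrays. Turns and losses without such an array are therefore partly built in. The difference at S8 kept its direction and call in every alternative and without any single array. Among the 19818 genes analysed in both tissues, 615 were consistent in leaf and 1336 in young inflorescence. They shared 140 genes against 41.5 for independent lists (Fisher's exact test p = 6.68e-39), 131 with the same sign and 9 with opposite signs. Correlations between the means of the AT2 generations, across genes, were 0.979 to 0.993 in young inflorescence and 0.94 to 0.965 in leaf.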

### Diverse expression patterns contribute to the additive and nonadditive expression genes in the synthetic tetraploid wheat

In theory, various patterns of gene expression may contribute to each of the additive and nonadditive expression categories. Specifically, the PEC genes can exhibit only two patterns of nonadditive expression, *i.e*., over- or under-transgressive expression or TRE (i.e., expression levels in the allopolyploid are significantly higher or lower than those of both parents), while four patterns of nonadditive expression are possible for the PED genes (Fig. 2C). We thus analyzed the additive and nonadditive expression patterns at each of the four generations (S_5_ to S_8_) in both tissues of AT2 (Fig. S2). We found that the two categories of additive expression genes, constant expression of PEC and additive expression of PED, constitute 43.5–64.4% and 62.6–74.5% of the total genes in leaf and young inflorescence, respectively (Fig. 2A,B). 

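Additive genes were 74%, 78.7%, 88.1% and 68.3% of the analysed genes in leaf at S5, S6, S7 and S8 (17808, 18929, 21199 and 16435 genes), and 75.1%, 78.5%, 84.3% and 80.1% in young inflorescence (17546, 18322, 19683 and 18692 genes). Constant expression of PEC genes took 9475, 9975, 11091 and 8743 of the leaf genes and 8889, 9301, 10004 and 9495 of those in young inflorescence. Additive expression of PED genes took 8333, 8954, 10108 and 7692 in leaf and 8657, 9021, 9679 and 9197 in young inflorescence. The lgul probe set Ta28068.1.S1_at is an example from leaf of a gene with unequal parents, at 11.66 ± 0.11 in Mix and 11.33 ± 0.09, 11.38 ± 0.47, 11.90 ± 0.05 and 11.40 ± 0.17 in S5 to S8 (SD, n = 3). DMAS1 in young inflorescence (Ta5335.1.A1_at) was at 7.13 ± 0.15 in Mix and 7.12 ± 0.09, 7.17 ± 0.09, 7.10 ± 0.06 and 7.11 ± 0.10 in the 4 generations. Genes called additive include any whose change was too small for 3 arrays against 3 to call.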

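Nonadditive genes above both parents or below both (TRE) were counted at each generation with the tests of the same limma fit. So were PED genes called different from 1 parent and not from the other (ELD, at the level of the latter). Equality with a parent was not tested, so ELD genes include any whose difference from it was too small to call. In leaf TRE and ELD genes numbered 2552 and 2385 at S5, 2005 and 2018 at S6, 1086 and 1133 at S7, and 3518 and 2633 at S8 (exact binomial p = 0.0181, 0.85, 0.329 and 1.46e-29). In young inflorescence they numbered 1977 and 2254, 1500 and 1971, 661 and 1768, and 1326 and 1812 (exact binomial p = 2.19e-05, 1.35e-15, 1.16e-115 and 4.13e-18), with more ELD than TRE genes at every generation. The excess of TRE genes in leaf at S5 turned against the mean of the parents' log2 values (3182 and 4335) and without T. urartu replicate 3 (2211 and 2431). Without Mix replicate 1 the excess of ELD genes in young inflorescence turned at S5 (1847 and 1666) and no longer passed at S6 and S8 (exact binomial p = 0.4 and 0.164). A further 635 to 1467 genes in leaf and 1236 to 1571 in young inflorescence met neither definition. In leaf XIP-I (Ta1200.1.S1_at) at S5, with a level of 9.71 ± 0.23 against 6.47 ± 0.90 in Ae. longissima and 5.22 ± 0.09 in T. urartu (SD, n = 3), lay above both parents. Ta3830.1.S1_a_at in leaf was at the T. urartu level, with 4.60 ± 0.45 in S5 against 4.56 ± 0.24 in T. urartu and 11.55 ± 0.05 in Ae. longissima.

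TRE genes that were PEC numbered 1869, 1506, 824 and 2536 in leaf and 1172, 969, 437 and 841 in young inflorescence, against 683, 499, 262 and 982, and 805, 531, 224 and 485, that were PED. Over-TRE genes were 1577, 1278, 552 and 2230 in leaf and under-TRE genes 975, 727, 534 and 1288. In young inflorescence 1121, 1129, 327 and 1018 were over-TRE and 856, 371, 334 and 308 under-TRE. With median centring the counts of leaf were 1083, 826, 514 and 1590 over-TRE and 1585, 1338, 591 and 2373 under-TRE, and those of young inflorescence 658, 811, 223 and 766, and 1025, 660, 376 and 468. Quantile normalization gave 1032, 869, 511 and 1635 against 1349, 1065, 590 and 1822 in leaf and 738, 945, 240 and 876 against 893, 448, 345 and 372 in young inflorescence, so that only the excess of over-TRE genes at S6 and S8 in young inflorescence was kept with either scaling. ELD genes at the T. urartu level (A genome) numbered 1334, 1111, 651 and 1435 in leaf, against 1051, 907, 482 and 1198 at the Ae. longissima level (exact binomial p at most 6.11e-06). In young inflorescence 1268, 1030, 905 and 996 were at the T. urartu level and 986, 941, 863 and 816 at the other (exact binomial p = 3.1e-09, 0.0474, 0.33 and 2.57e-05). With median centring or quantile normalization S6 (p = 0.874 each) and S8 (p = 0.15 and 0.127) no longer passed the exact binomial test.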

Of the nonadditive expression genes, we made the following observations: (*i*) two major categories, ELD (parental expression level dominance) and TRE genes, are comprised of the nonadditive expression genes in AT2; (*ii*) smaller numbers of ELD genes than TRE genes were observed in both tissues; (*iii*) TRE was contributed more by the PEC than by the PED genes; (*iv*) more over- than under-TRE genes were detected; (*v*) of the ELD genes, similar proportions were contributed by either diploid parent.

Given that the transgenerationally consistent nonadditively expressed genes are comprised of two major sources, ELD and TRE, we assessed the relative proportions of these two sources in each tissue of AT2 (Fig. 3C,D). 

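Of the 794 consistent genes in leaf, 200 were TRE in all 4 generations and 141 were ELD toward 1 parent in all 4, and 453 (57.1%) changed class between generations or met neither definition. TRE genes were 58.7% of the 341 with 1 class (exact binomial p = 0.00165), but against the mean of the parents' log2 values ELD genes were the more numerous (303 TRE and 679 ELD). The difference no longer passes when only the groups compared are fitted (79 and 70, exact binomial p = 0.512), with no filter (0.218), a minimum fold change of 1.5 (0.505) or only probe sets without shared probes (0.585), and without Ae. longissima replicate 2 or 3, any single T. urartu array or S8 replicate 2. Of the 1916 in young inflorescence, 238 were TRE, 672 were ELD and 1006 (52.5%) had no single class. TRE genes were 26.2% of the 910 with 1 class (exact binomial p = 1.38e-48), but 44.6% with Benjamini-Hochberg adjustment (699 TRE and 868 ELD). The ELD genes were 83 at the T. urartu level and 58 at the Ae. longissima level in leaf, and 350 and 322 in young inflorescence. Ta3348.1.S1_a_at and Ta521.1.S1_at in leaf lay above both parents, the latter with 9.87 ± 0.21 to 11.71 ± 0.88 in AT2 against 4.94 ± 1.58 in Ae. longissima and 2.15 ± 0.13 in T. urartu (SD, n = 3). Ta2789.1.S1_at in young inflorescence, at 9.85 ± 0.72 in Ae. longissima and 2.70 ± 0.09 in T. urartu, was at 2.75 ± 0.18 in S5 and 2.94 ± 0.09 in S8. Without Mix replicate 2 or 3 the ELD count in leaf was 84 and 75, and without S7 replicate 3 the TRE count in young inflorescence was 158.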

We found that the relative proportions of ELD and TRE genes contributing to the transgenerationally consistent nonadditively expressed genes were variable in the two tissues: while in leaf, TRE contributed more than ELD (Fig. 3C, prop. test, *P* < 0.05), in young-inflorescence, TRE and ELD contributed equally (Fig. 3D, prop. test, *P* > 0.05). In both tissues, however, majority of the transgenerationally consistent TRE genes were over-TRE, and most of them were sourced from the PEC genes rather than the PED genes (Fig. 3C,D). 

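Over-TRE genes were 168 of the 200 consistent TRE genes in leaf (84%, exact binomial p = 1.82e-23) and 180 of 238 in young inflorescence (75.6%, p = 9.96e-16). PEC genes were 120 of the 168 in leaf (71.4%, exact binomial p = 2.66e-08) and 119 of the 180 in young inflorescence (66.1%, p = 1.84e-05), and PED genes 48 and 61. Under-TRE genes were 32 in leaf, 25 of them PEC, and 58 in young inflorescence, 38 of them PEC. Ta2963.1.S1_at in young inflorescence, which has no gene name and was singled out after its values were seen, lay above parents of like level, at 6.11 ± 0.21 to 6.68 ± 0.11 in AT2 against 3.36 ± 0.31 and 3.49 ± 0.12 (SD, n = 3). Among all consistent genes, 287 in leaf (36.1%) and 473 in young inflorescence (24.7%) were PEC. Without S7 replicate 1 or 3 the count of over-TRE PEC genes in young inflorescence was 71 and 73. The PEC count among all consistent genes was 164 and 160 in leaf without Mix replicate 2 or 3, and 215 and 313 in young inflorescence without Mix replicate 1 or S7 replicate 3.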

We conducted a gene ontology (GO) analysis for this specific category of the transgenerationally consistent nonadditively expressed genes, *i.e.*, the PEC-derived over-TRE genes of each tissue (Table S1). We found that these genes were highly enriched for protein transport/modification and uroporphyrinogen decarboxylase activity, in leaf and young inflorescence, respectively. This suggests that the genes showing transgenerational over-transgressive expression at early generations of allopolyploidy likely bears very specific biological functions in a given tissue.

### Transcriptome shock induces extensive remodeling of homeolog expression in the synthetic tetraploid wheat

The foregoing results have documented the occurrence of transcriptome shock at the total gene expression level in the synthetic tetraploid wheat AT2. To further interrogate the homeolog expression status (*i.e*., altered homeolog expression partitioning) of the A- and B-subgenome for a given gene, the locus-specific cDNA-pyrosequencing was applied to analyze the relative homeolog expression changes (compared to the relative expression by parental orthologs in the *in vitro* “hybrids”) for a subset of randomly chosen unique-copy genes for which the analysis could be applied. To this end, a total of 94 additive (showing additive expression in at least one of the four studied generations) and 125 nonadditive (showing nonadditive expression in at least one of the four studied generations) expressing genes in leaf and 95 additive and 67 nonadditive expressed genes in young inflorescence were investigated, respectively. 

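The arrays give the total expression of these genes at the tissue and generation of each data point, as AT2 minus Mix. Of the 291 nonadditive data points in leaf, from 125 probe sets, 180 (61.9%) were called, 130 above and 50 below Mix, with a median absolute log2 fold change of 0.58. Of the 154 in young inflorescence, from 67 probe sets, 151 were analysed and 121 of these (80.1%) were called, 84 above and 37 below, with a median of 0.46. Of the additive data points, 159 in leaf (94 probe sets) and 203 of 208 in young inflorescence (95 probe sets) were analysed, and limma called 0 in either tissue (5 and 14 at an unadjusted p under 0.05). The paper took both classes of points from its own calls on these arrays, so this separation follows from how they were chosen. The median absolute log2 fold change of the additive points was 0.10 in leaf and 0.09 in young inflorescence. Against the mean of the parents' log2 values, 25 of them in leaf (15.7%) and 17 in young inflorescence (8.37%) were called. Among the nonadditive points whose homeolog ratio the paper lists as altered, 116 of 188 in leaf and 80 of 100 in young inflorescence were called, and among the others 64 of 103 and 41 of 51. The pyrosequencing itself was not analysed here.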

For the additive expressing genes in leaf and young-inflorescence, the corresponding numbers of the comparable data points (*see* Method and Material) were 159 and 208. Apparently, the numbers of the actual comparable data points are less than theoretically possible; this is because a given gene may not show additive expression in all the four studied generations (S_5_-S_8_). We found that 28.9% (46/159) and 60% (126/208) of the comparable data points showed altered expression ratios in leaf and young inflorescence, respectively (Fig. 4A–D; Data Set S1). These two proportions of altered homeolog expression partitioning for the additive expressing genes in the two tissues differed significantly (prop. test, *P* < 0.05). For the nonadditive expressing genes, of the 125 genes analyzed in leaf of AT2, homeologs in 188 of the 291 (64.6%) comparable data points showed altered expression ratios, while of the 67 genes analyzed in young inflorescence of AT2, 100 of the 154 (64.9%) comparable data points showed altered expression ratios (Fig. 4E–H; Data Set S1). These two proportions of altered homeolog expression partitioning for the nonadditive expression genes in the two tissues are statistically equal (prop. test, *P* > 0.05).

### The rapidly established overall subgenome expression dominance in the synthetic tetraploid wheat was mirrored and augmented by natural tetraploid wheats

There are two emergent qualitative outcomes of remodeled homeolog expression partitioning, namely, erasure of original biased expression of the diploid parental orthologs and establishment of novel biased homeolog expression in the synthetic allotetraploid (AT2). To assess the magnitude of these two contrasting qualitative outcomes, we analyzed 150 genes by cDNA-pyrosequencing in each of the four early generations (S_5_ to S_8_) of AT2 for both tissues. We found that in leaf of AT2, from 35% to 56% (depending on generation) of the analyzed genes showed stable inheritance of the parental ortholog expression ratios seen in the *in vitro* “hybrids”, while the rest 44–65% genes showed remodeled homeolog expression partitioning (Table S2). Of these homeolog-expression remodeled genes in leaf, 24–43% were erasure of original biased expression of parental orthologs (hence, resulting in equal homeolog expression in AT2), while the rest 11.5–28.3% were novel biased homeolog expression in AT2 (Table S2), the two types of homeolog expression alterations produced the net consequence of reduced homeolog expression bias in AT2. Extensive remodeling of homeolog expression partitioning was also observed in young inflorescence, in which 43–49% of the analyzed genes showed stable inheritance of the parental ortholog expression ratios seen in the *in vitro* “hybrids”, while the rest 51–57% genes showed alteration of homeolog expression partitioning (Table S3). Of the remodeled genes in this tissue, 29.2–39.4% were erasure of original biased expression of parental orthologs (hence, resulting in equal homeolog expression in AT2), while the rest 21–31% were novel biased homeolog expression in AT2 (Table S3), the two types of homeolog expression alterations also produced the net consequence of reduced homeolog expression bias in AT2. Together, these results indicate that the remodeled homeolog expression partitioning largely occurred in the analyzed genes in both tissues of the synthetic allotetraploid wheat (AT2) at each of the four (S_5_ to S_8_) early generations following allotetraploidization. In both tissues, the resulting extent of homeolog expression bias is smaller than the original parental ortholog expression bias in the *in vitro* “hybrids” (Tables S2 and S3). Notwithstanding this overall pacifying effect of homeolog expression partitioning, it resulted in an overall A-subgenome biased expression at the homeolog expression level in both tissues of AT2 when all the analyzed genes were considered together (Tables S2 and S3).

To test if the transcriptome shock-induced emergent overall biased subgenome expression in the synthetic tetraploid wheat might bear evolutionary relevancy, we examined the homeolog expression partitioning for a subset of the genes (66 in total) by cDNA-pyrosequencing in the leaf tissue of a set of 18 wild (*dicoccoides*) and 14 domesticated (*durum*) genotypes of the nature tetraploid wheat, *T. turgidum*, of diverse origins (Table S4). We found that although for this subset of genes (66 in total), overall expression bias by one subgenome in leaf was not consistently manifested by all four generations of AT2, the trend towards higher A- than S^l^-subgenome homeolog expression is clear in comparison with the *in vitro* “hybrids” (mix) (Fig. 5). Moreover, as described above, when all the analyzed genes were considered together, the trend is even more evident (Table S2). Strikingly, all analyzed natural tetraploid wheat genotypes showed the overall A subgenome homeolog-biased expression (Fig. 5) at extents significantly greater than that in the synthetic (Table S2). This suggests that the transcriptome shock-induced remodeling of homeolog expression partitioning culminating to subgenome expression dominance has evolutionary consequences and likely being selected for and further augmented by both natural and human selections.

## Discussion

### Phenotypic and gene expression novelties in the synthetic tetraploid wheat

It is widely accepted that allopolyploidization is a driving evolutionary force known to generate instantaneous and sometimes even saltational genome-scale genetic and epigenetic changes^13^. Laboratory synthesized allopolyploids with exact parentage while mimicking natural species in genome composition represent a suitable system to study the phenomenon^32^. In this study, we have employed phenotypic, karyotypic and molecular genetic approaches to evaluate the phenotypic and gene expression novelties in two natural (TD and TTR13) and one synthetic (AT2) tetraploid wheats.

It has been observed in diverse plants that the immediate consequence of allopolyploidization often cause fitness reduction with respect to the fertility^13^. For example, about 20% reduction in pollen viability and 50% reduction in seed production were observed in some newly formed plant polyploids^33^. On the other hand, polyploids also potentially benefit from “hybrid vigor” which make them immediately superior to both parental species and eventually lead to successful speciation^13^. For example, it was found that in wild yarrow, about 70% fitness advantage can be achieved via genome duplication *per se*^34^. Here, our phenotypic analyses revealed that the newly formed tetraploid wheat AT2 shows an “additive” pattern of the reproductive fitness (*i.e*., seed setting) at the early generations compared to the two parental species, but both of the diploid and synthetic tetraploid wheats show significantly lower reproductive fitness than those of the two natural tetraploid species. These observations confirmed previous findings in that the early generation polyploids have negative effects on fertility, but our data suggest that this could be improved progressively in the long-term evolutionary process^33^,^35^,^36^. Moreover, we showed that the early generations of AT2 exhibit immediate heterosis in seedling growth and biomass over its diploid parents, although both traits in AT2 are significantly lower than those of the two natural tetraploid subspecies. These features suggest that “hybrid vigor” could be generated immediately after allotetraploidization in wheat and which might have positively contributed to the initial establishment of the nascent tetraploid species as a competitive population.

The observed phenotypic novelties in the synthetic tetraploid wheat AT2 suggest that rapid changes in gene expression, *i.e.*, transcriptome shock, is likely a major cause. This is because karyotype of AT2 is intrinsically stable, therefore aneuploidy and large-scale chromosome structural changes can be ruled out as a main cause for its phenotypic changes. Notably, we found that the transcriptome shock observed in AT2 is much stronger than those reported in the hexaploid wheat^15^,^23^,^24^,^25^,^26^,^28^,^37^. For example, the proportion of genes showing nonadditive expression in AT2 can be as high as 56.5% in leaf of generation S_8_. Most unexpectedly, we found that a major cause for the significantly higher proportion of nonadditively expressed genes in AT2 is due to a large number of PEC genes being disrupted and remodeled to show nonadditive expression. This observation also contrasted sharply with the situations of hexaploid wheat in which the source of nonadditive expressing genes was mainly from the PED genes; so are studies in other plant taxa. For instance, about 70% of the nonadditive expression genes are from the PED genes in two independent synthetic hexaploid wheat lines^26^, while the proportions in *Arabidopsis*^38^ and cotton^39^ are ~68% and ~85%, respectively. Thus, our findings suggest that the formation of allotetraploid wheat is associated with an exceptionally strong transcriptome shock, which is unprecedented in hexaploid wheat and other plant allopolyploids studied.

We have reported recently that there are two distinct stages for the evolutionary changes of homeolog expression associated with tetraploid wheat evolution^29^. However, for the synthetic tetraploid wheat, plants of only one generation were investigated in the study^29^. Here, by comparing gene expression patterns of four consecutive early generations of AT2, we show that although extensive transcriptome shock has occurred in AT2, these gene expression changes can be rapidly stabilized and transgenerationally heritable. In particular, the majority of these genes belong to the over-TRE (transgressive expression) category, which have been documented in both our GO analyses and previous studies as often associated with heterotic growth and biomass of F1 hybrids and allopolyploids^8^,^40^,^41^,^42^,^43^. Taken together, these observations allow us to propose that the transcriptome shock of allotetraploidization of this specific combination, albeit exceptionally strong, may have positively contributed to the initial establishment of the newly formed plants as a competitive population, and eventually contributes to speciation of tetraploid wheats.

### Homeolog expression remodeling and subgenome expression dominance

Homeolog expression remodeling and subgenome expression asymmetry are common features of plant allopolyploids and which are thought to play important roles in the evolutionary success of the allopolyploid species^9^,^14^,^28^,^44^,^45^,^46^,^47^,^48^,^49^. Using RNA-seq-based transcriptome-profiling, we have revealed in our previous study that homeolog expression rewiring shows a tissue-specific manner in tetraploid wheats^29^. Here, the microarray-based transcriptome analysis and cDNA-pyrosequencing on two tissues (leaf and young-inflorescence) of four consecutive generations of AT2 further showed that extensive remodeling in homeolog expression partitioning occurred in each tissue of AT2 for both additive and nonadditive expressing genes. While homeolog expression partitioning is expected for the nonadditive expression genes, the phenomenon is unexpected for the additive expression genes, because to maintain the additive expression pattern at total expression level would entail coordinated expression changes of homeologs. One possible explanation is that the exceptionally strong transcriptome shock might have led to re-programming of homeolog expression pattern in both additive and nonadditive expressing genes. Theoretically, the PEC genes are likely functionally essential, which are often under the same *cis*-regulation between the two parental species due to preferential fixation of *cis*-regulatory mutations than those of *trans*^50^. Thus, the PEC genes might be more likely to show additive expression in the resulting allotetraploids^38^,^51^,^52^. Indeed, it was suggested that genes controlled by *cis*-acting factors alone (*cis*-only) tended to show additive expression in allopolyploids^14^. However, our results revealed that a majority of these PEC genes were expressed as TRE in the newly formed tetraploid, possibly due to the compensatory interactions of *cis*-/*trans*-regulators and/or gene dosage constraint^44^,^53^. In addition, we noted that, of the additive expression genes, the extents of altered homeolog partitioning showed between-tissue difference, which was much greater in young inflorescence than in leaf. However, there was no difference in the extents of remodeled homeolog expression partitioning for the nonadditive expression genes between leaf and young inflorescence. These findings implicate another layer of intricacy that can be explored by allopolyploidy to generate tissue-specific novel gene expression patterns.

We have shown previously that a re-established subgenome expression asymmetry has occurred in the young inflorescence of natural tetraploid wheats^29^. To this end, it is of apparent interest to explore whether this subgenome asymmetry was already established at the initial stages of allotetraploidization or a long-term evolutionary outcome. Our results here document that, in the leaf tissue, subgenome A showed immediate expression dominance over subgenome S^l^ (~B) following the transcriptome shock. In particular, we show that this shock-induced biased subgenome expression not only mirrored that seen in natural tetraploid species but also showed evidence of reinforcement in all studied wild and cultivated natural tetraploid wheat genotypes of diverse origins. These findings are consistent with our previous observations that, in leaf, transcriptome shock likely has played an instantaneous as well as protracted role in determining the subgenome expression status (dominant *vs* subordinate) both at the initial stage after allotetraploidization and in the course of allopolyploid genome evolution^29^. It should be noted however that the cDNA-pyrosequencing of the selected genes revealed A-subgenome dominance in the young inflorescence of AT2, which appeared as not in full accordance with results of the RNA-seq-based transcriptome profiling^29^. This appeared discrepancy can be partially explained by the limited number of loci that can be assayed by pyrosequencing in tetraploid wheat^54^. Also, we noted that as much as 74.7% of the analyzed DNA-pyrosequencing loci showed A-bias in the *in vitro* “hybrids”, indicating majority of this set of genes are intrinsically expressed at higher levels in the A-genome diploid parent, *T. urartu*, than in the S-genome parent, *Ae. longissima*. Thus, the proportion of A-biased genes is obviously reduced in the four early generations of AT2, due to increased numbers of B- biased and no-biased genes. These findings, coupled with our previous RNA-seq-based transcriptome-profiling^29^, suggest that although evolution and domestication under allotetraploidy have led to the re-establishment of A-subgenome expression asymmetry in the natural tetraploid wheats, the B-subgenome expression asymmetry has been generated immediately after allotetraploidization followed by persistent maintenance. Given that the natural and artificial selections might have favored higher A-subgenome expression genes in the tetraploid wheats during the evolution and domestication processes^28^,^29^,^45^,^47^, this issue warrants further investigations because understanding the time point of the re-establishment of subgenome asymmetry may provide important clues for more judicious utilization of synthetic wheats for breeding purposes^55^.

## Methods

### Plant Material

Seeds at selfed generation 2 (S_2_) of the synthetic allotetraploid wheat (designated AT2) and their parental species, *Ae. longissima* (genome S^l^S^l^, accession TL05) and *T. urartu* (genome AA, accession TMU06) were procured from Dr. Moshe Feldman (Weizmann Institute of Science, Israel). AT2 (2*n* = 4× = 28, genome S^l^S^l^AA) was produced by intergeneric hybridization followed by colchicine-mediated genome doubling of the first filial generation (F1) hybrids between TL05 (♀) and TMU06 (♂). AT2 and its parental genotypes were propagated under strict selfing to obtain seeds of advanced generations. The collected seeds of 18 natural wild tetraploid wheat, *T. turgidum ssp.* *dicoccoides* (2*n* = 4× = 28, genome BBAA) and 14 domesticated form of *T. turgidum ssp. durum* (2*n* = 4× = 28, genome BBAA) were also propagated by strict selfing. Detailed information on these plants was provided (Table S4).

### Sequential FISH and GISH

The protocols for florescent *in situ* hybridization (FISH) and genomic *in situ* hybridization (GISH) were essentially as described^56^ with minor modifications^54^.

### Microarray Hybridization

Total RNA was extracted using Trizol reagent (Invitrogen) and purified by the RNeasy Mini Spin Columns (Qiagen). The integrity of RNA was checked with the Agilent Bioanalyser 2100 Eukaryote Total RNA Nano Series II system. The microarray experiment was performed using RNA isolated from the second leaf of 3-week-old seedlings and young-inflorescence at the booting stage. Pooled seedlings or young-inflorescence were used to construct each of three biological replicates for each plant line. The RNAs of the parental lines (*Ae. longissima* and *T. urartu*) were mixed at a ratio of 1:1 (quantity) to generate the empirical the *in vitro* “hybrids” counterpart of the synthetic allotetraploid line AT2. Microarray transcriptome profiling was performed by Affymetrix at the Gene Company, as described in the Gene Chip Expression Analysis Technical Manual. We noted that the recently published genome sequence of hexaploid wheat has annotated a total of 124,201 gene loci distributed nearly evenly across the homeologous chromosomes and subgenomes^57^. The Affymetrix GeneChip® Wheat Genome Array used in this study contains a total of 61,127 probes which are corresponded to 55,052 transcripts. To this end, we think that the number of genes represented by the Affymetrix GeneChip® Wheat Genome Array is representative. The microarray data have been submitted to the National Center for Biotechnology Information’s Omnibus repository (http://www.ncbi.nlm.nih.gov/geo/subs/) and are available under the accession number GSE65844.

### Microarray Data Normalization and Analysis

The raw CEL data were normalized with the robust multichip average method using the *R* software limma package. Genes that were differentially expressed among genotypes were identified by performing the t-moderated test ebayes^58^, and the raw *P* values were adjusted for multiple testing effects by the Benjamini and Yekutieli method (false discovery rate, or FDR < 0.05). The present or absent calls of each probe set were determined by the MAS5 method using *R* package. Differently expressed genes that did not show present calls in all three biological replications of at least one genotype were excluded from further analysis^59^. In total, 24,494 and 26,197 genes were detected as expressed in the leaf and young-inflorescence tissues, respectively.

### Subgenome-Specific cDNA Pyrosequencing

As the array used in this study was not designed to distinguish the subgenomes of polyploid wheat at either the tetraploid or hexaploid levels, we therefore selected >200 genes to analyze the homeolog expression changes by the cDNA pyrosequencing technique. The protocol was essentially as reported^60^ with modifications^54^. Primers of protein-coding genes for which diagnostic SNPs exist between the two subgenomes (S^l^ and A) were designed (Data Set S2) and verified by the pyrosequencing system (PyroMarkID Q96; Biotage). The two diploid progenitors, *Ae. longissima* and (S^l^S^l^) and *T. urartu* (AA), were used to assign SNPs to the S^l^ and A subgenomes, respectively. Biotin labeled PCR products were immobilized on streptavidin-coated paramagnetic beads. Capture of biotinylated single-stranded PCR products, annealing of the sequencing primer, and solid-phase pyrosequencing were performed following the manufacturer’s recommendations.

### Gene Annotation

Gene ontology (GO) annotations were performed using agriGO (http://bioinfo.cau.edu.cn/agriGO/index.php); the Singular Enrichment Analysis tool was used for GO annotations and significant GO term enrichment analysis^61^, which computed GO term enrichment in one set of genes by comparing it with another set, named the target and reference list, respectively. Enrichment was calculated by Fisher’s exact test with Hochberg’s multitest adjustment (FDR, *P* < 0.05).

### Phenotyping of Seedling Biomass and Seed-Setting

Greenhouse-grown plants of AT2 along with its diploid parents *Ae. longissima* and *T. urartu*, one natural wild tetraploid wheat, *T. turgidum ssp. dicoccoides* (TD) and one domesticated tetraploid wheat, *T. turgidum ssp.* *durum* (TTR13) were used to measure seedling biomass (3-week-old) and score seed-setting at maturity. Whole seedlings from all genotypes were harvested to measure plant height (the length between the plants above ground to apical meristem). The seedling biomass was determined after drying at 80 °C to constant mass. Seedlings of 12 plants in three biological replicates were weighed individually, and mean and SD were calculated. The rate of seed-setting was calculated by diving the number of filled seeds by the total number of kernels of all spikes of a given plant^54^.

### Accession Numbers

Detailed information including gene accession numbers of all genes studied in this article is listed (Data Sets 1 & 2). The microarray data have been submitted to the National Center for Biotechnology Information’s Omnibus repository (http://www.ncbi.nlm.nih.gov/geo/subs/) and are available under the accession number GSE65844.

## Additional Information

**How to cite this article**: Zhang, H. *et al.* Transcriptome shock invokes disruption of parental expression-conserved genes in tetraploid wheat. *Sci. Rep.* **6**, 26363; doi: 10.1038/srep26363 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

## Figures and Tables

**Figure 1:**
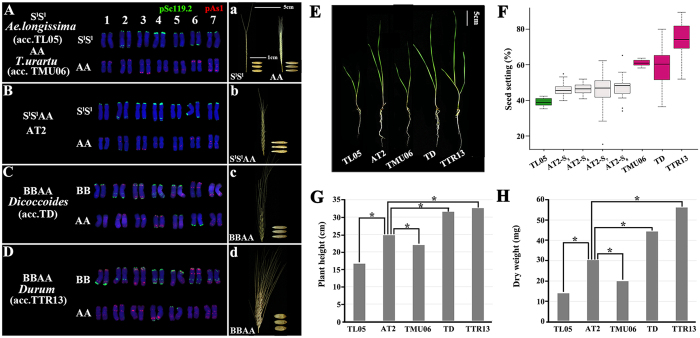
Sequential FISH-based karyotypes and typical phenotypes of the synthetic allotetraploid wheat (AT2) and its diploid parental species, along with the natural and domesticated tetraploid wheats. (**A–D**) are FISH images of the diploid parental species *Ae. longissima* (TL05) and *T*. *urartu* (TMU06), synthetic allotetraploid wheat AT2, a wild tetraploid wheat *dicoccoides* (TD), and a domesticated tetraploid wheat *durum* (TTR13), respectively. The probes used are pSc119.2 (green) and pAS1 (red). Images of (a–d) exemplify typical spike and seed morphologies of the *Aegilops* and wheat genotypes used in this study. (**E–H**) are typical seedling morphology, seed-setting rate, plant height and dry weight of AT2 relative to TL05, TMU06, TD, and TTR13. The Box blots (**F**) of different colors denote statistical significant differences (*P* < 0.05, pairwise *t* test). Statistical differences of pairwise comparisons in (**G,H**) are indicated by asterisks (*P* < 0.05, Student’s *t* test).

**Figure 2:**
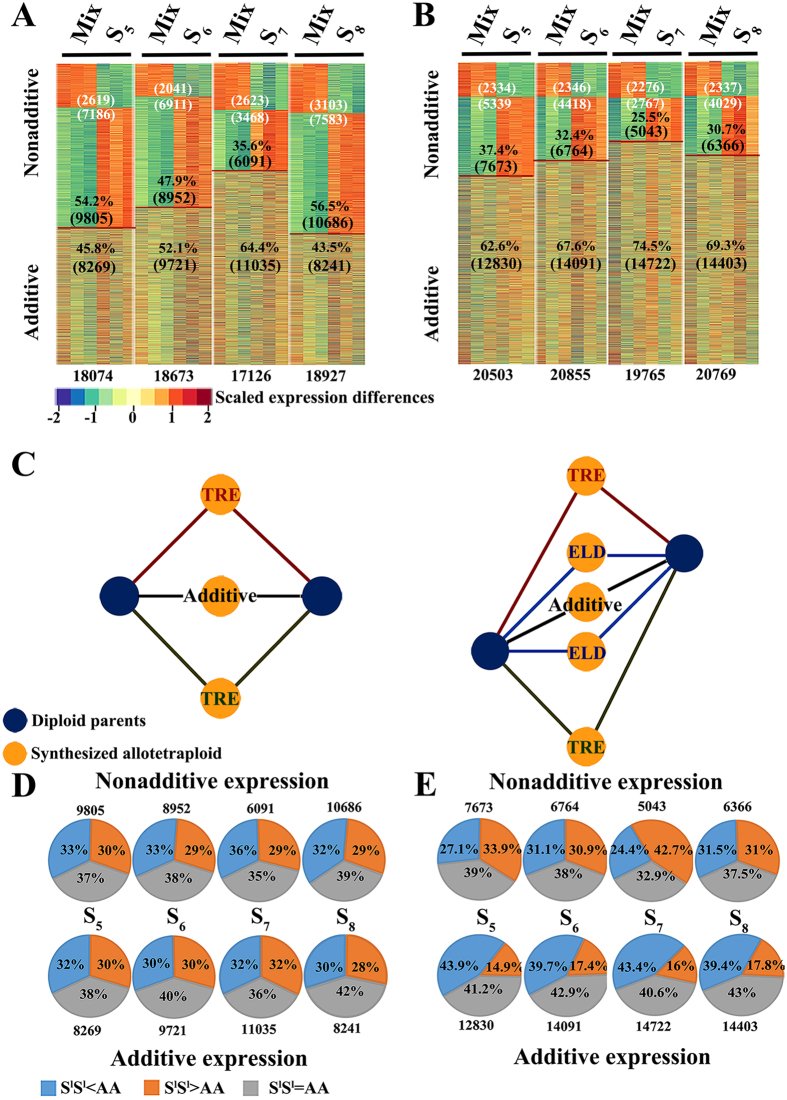
Summary of microarray-based nonadditive and additive gene expression in AT2 including the four major expression patterns and their relationships with parental expression conditions. Nonadditive and additive expressing genes in leaf (**A**) and young-inflorescence (**B**) of AT2 at generations S_5_ to S_8_ are shown. Numbers and proportions of the nonadditive (above the red lines) and additive (below the red lines) expressing genes are indicated. Numbers of the total expressing genes are shown at the bottom. Different expression space by the parental expression-conserved genes (PEC) and the parental expression-different genes (PED) in AT2 are diagrammed (**C**). PEC genes can exhibit additive expression and transgressive expression (TRE), while, apart from additive expression and TRE, PED genes may also show higher or lower parental expression level dominance (ELD). The proportions of the non-additive and additive genes that are PEC (S^l^S^l^ = AA) or PED (S^l^S^l^ ≠ AA) in leaf (**D**) and young-inflorescence (**E**) of AT2 from S_5_ to S_8_ are shown by pie charts. Each pie represents the total number of the nonadditive or additive genes at a given generation of AT2, which was divided into three colored parts based on its relationships with parental expression conditions.

**Figure 3:**
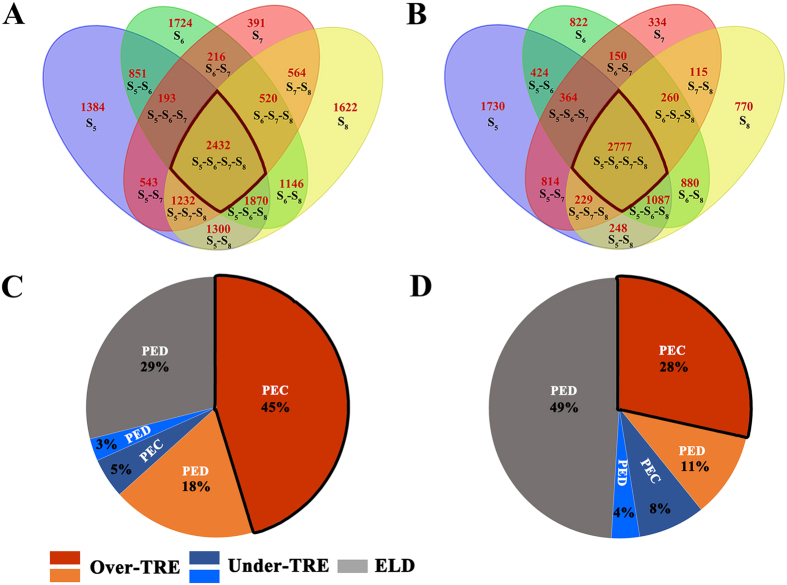
Numbers and proportions of the transgenerational conserved nonadditive expressed genes, and sources of those genes in AT2. (**A**,**B**) are the numbers of nonadditive expressing genes that are transgenerational conserved nonadditive expressed or no-transgenerational conserved nonadditive expressed genes in leaf and young-inflorescence of AT2, respectively. The four color ellipses represent the four early generations of AT2. There are two sources for transgenerational conserved nonadditive expressed genes, i.e., parental expression conserved genes (PEC) and parental expression different genes (PED). The PEC genes can exhibit only two patterns of nonadditive expression, i.e., over- or under-transgressive expression or TRE, while four patterns of nonadditive expression are possible for the PED genes, that is, apart from the two patterns of TRE, PED genes may also show higher or lower parental expression level dominance or ELD. The transgenerational conserved nonadditive expressed genes of both leaf (**A**) and young-inflorescence (**B**) can be further divided into several subclasses, as illustrated by pie charts (**C**,**D**), respectively.

**Figure 4:**
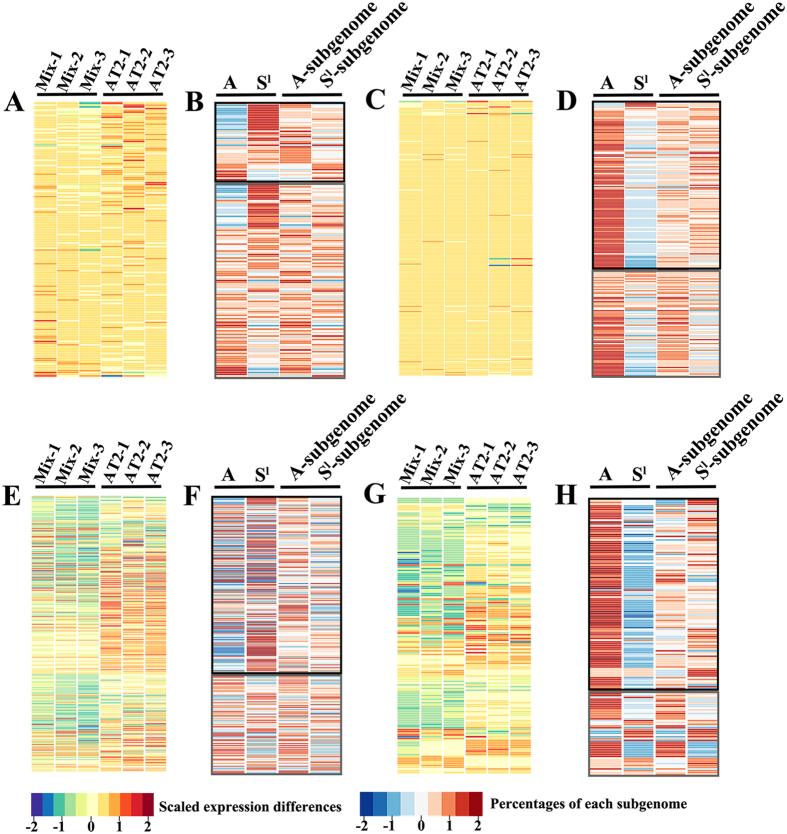
Clustering of microarray data-based nonadditive and additive expressing genes in AT2 relative to its MPVs (*see* in Method and Materials) as total expression (all three biological replicates are shown) in relation to the cDNA pyrosequencing-based relative transcript contribution by the A and S^l^ subgenomes for each studied gene in leaf and young-inflorescence, respectively. The upper panels are the results of additive expression genes in leaf (**A,B**) and young-inflorescence (**C,D**), respectively, while the lower panels are the results of nonadditive expression genes in leaf (**E,F**) and young-inflorescence (**G,H**), respectively. Altered partitioning by the A vs. S^l^ subgenome transcripts in AT2relative to the original parental ortholog transcript proportion in the *in vitro* “hybrids” were determined by statistical analysis: *t* test, *P* < 0.05 for altered partitioning (framed by black rectangles), and *P* > 0.05 for unaltered partitioning (framed by grey rectangles). In total, 94 and 95 additive expression genes were analyzed for in leaf and young-inflorescence, respectively, while 125 and 67 nonadditive expression genes were analyzed for leaf and young-inflorescence, respectively. The color key is indicated.

**Figure 5:**
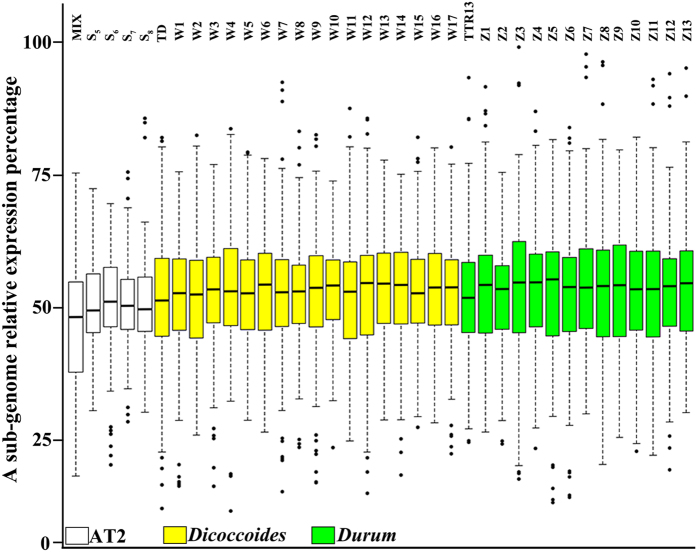
Subgenome expression divergence in AT2 and a set of wild (*dicoccoides*) and domesticated (*durum*) tetraploid wheat genotypes in leaf. cDNA pyrosequencing-based gene expression spectra of subgenome homeolog expression divergence for a total of 66 genes in the *in vitro* “hybrids”, the S_5_-S_8_ generations of the synthetic allotetraploid wheat AT2, 18 accessions of *dicoccoides* and 14 cultivars of *durum*, revealed by a boxplot. The color key is indicated.

# Supplementary material for: Transcriptome shock invokes disruption of parental expression-conserved genes in tetraploid wheat
**Source:** Sci Rep. 2016 May 20;6:26363. doi: 10.1038/srep26363
**Supplement:** Supplementary Information

Supplementary information for “Transcriptome shock invokes disruption of parental expression-conserved genes in tetraploid wheat”

Huakun Zhang^{1,3*}, Xiaowan Gou^{1*}, Ai Zhang¹, Xutong Wang¹, Na Zhao¹, Yuzhu Dong¹, Linfeng Li^{1,2} & Bao Liu¹

*These authors contributed equally to this study.

Table of Contents

Supplemental Figure S1: Expression difference between the two diploid parents.....	S2
Supplemental Figure S2: Comparison of each of the additive and nonadditive expression pattern.....	S3
Supplemental Table 1: Gene ontology analysis of over-TRE genes.....	S4
Supplemental Table 2: Inheritance and rewiring of subgenome homeolog expression in the leaf tissue of the synthetic allotetraploid wheat.....	S5
Supplemental Table 3: Inheritance and rewiring of subgenome homeolog expression in the young inflorescence tissue of the synthetic allotetraploid wheat.....	S6
Supplemental Table 4: The material list of the 18 wild and 14 domesticated nature tetraploid wheat	S7

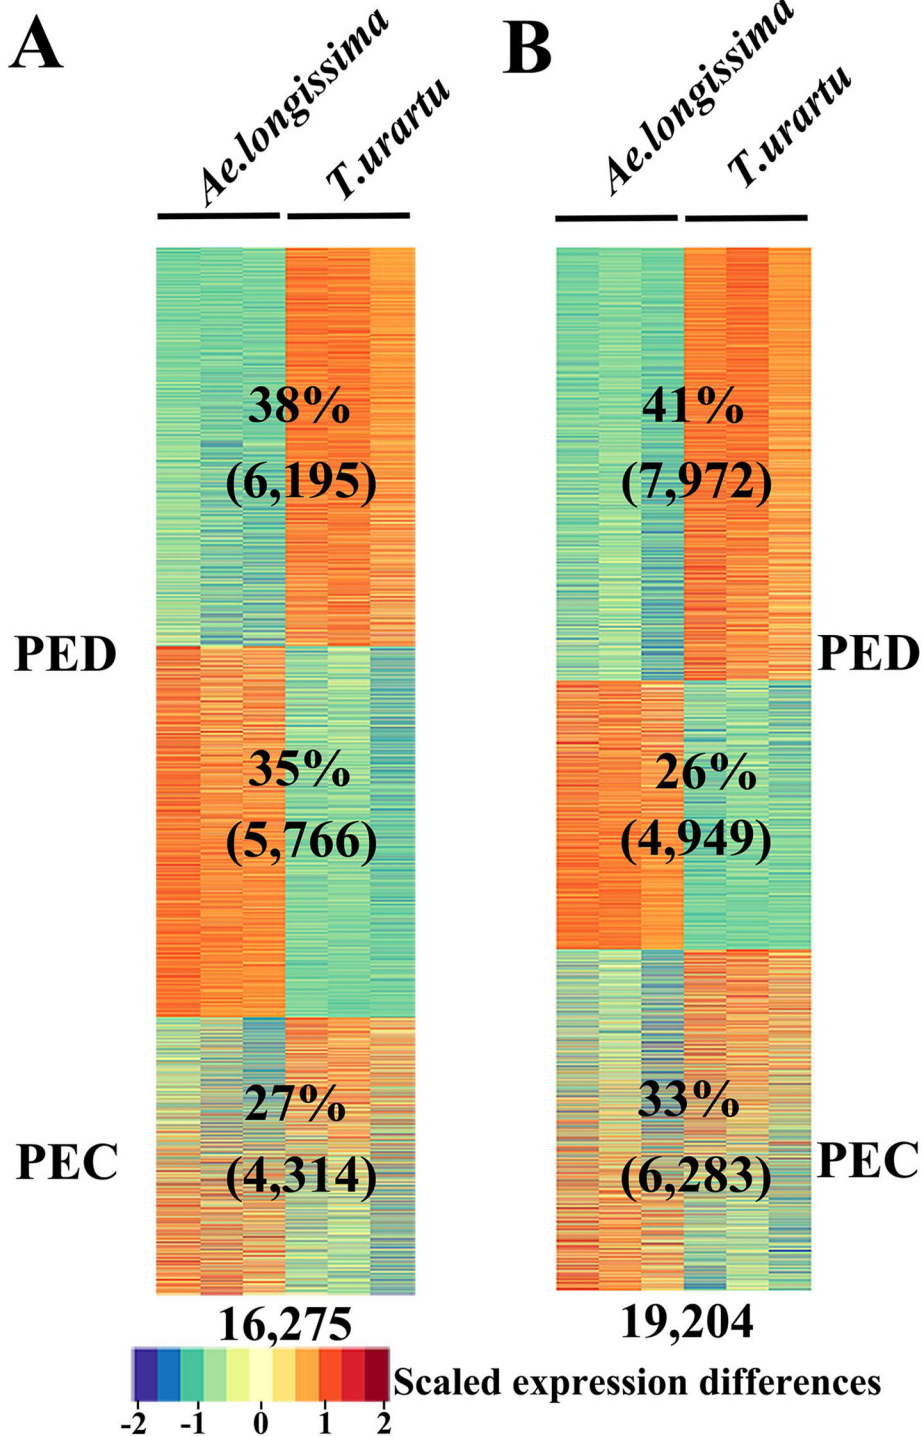

Supplemental Figure S1. Expression difference between the two diploid parental species in the leaf (**A**) and young inflorescence (**B**), based on the microarray data. All three biological replicates of each parent are shown. The numbers and proportions of genes showing parental expression difference (PED) and parental expression conserved (PEC) patterns are given. Furthermore, the PED genes can be divided into two parts, the $S'S' < AA$ and $S'S' > AA$. The numbers of the total expressing genes are shown at the bottom. The color key is indicated.

1

	Additive expression		Nonadditive expression							
			ELD				TRE			
			A-ELD		S ^l -ELD		Over-TRE		Under-TRE	
	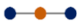			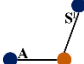				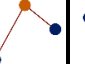	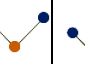	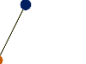
**L**<br>**S₅-S₈**	3174	5095	1252	260	1136	192	1811	1447	624	346
	3899	5822	1222	223	1104	248	1748	1131	463	191
	3945	7090	765	317	520	239	821	501	585	226
	3441	4800	1033	338	1097	315	2249	1675	671	482
**YI**<br>**S₅-S₈**	5284	7546	878	180	929	93	1161	685	346	385
	6036	8055	603	254	717	268	1131	631	190	115
	5982	8740	409	273	731	180	334	181	254	194
	6174	8229	542	255	645	262	1016	577	175	107

2

3 **Supplemental Figure S2.** Comparison of each of the additive and nonadditive expression
4 patterns at each of the four selfed generations (S₅ to S₈) in leaf and young-inflorescence tissues
5 of a synthetic allotetraploid wheat AT2. ELD: expression level dominance; TRE: transgressive
6 expression; L: leaf; YI: young-inflorescence. The blue dot represents the diploid parents (*T.*
7 *urartu*: AA genome, *Ae. longissima*: S^lS^l genome), the orange dot represents the synthesized
8 allotetraploid.

Supplemental Table 1. Gene ontology (GO) analysis of over-TRE genes that showed transgenerational conserved nonadditive expression that are originated from parental expression-conserved genes (PEC) in a synthetic allotetraploid wheat AT2

**Leaf**		
Ontology	GO Term	FDR
CC	endoplasmic reticulum	0.0012
MF	ATP binding	0.0047
BP	protein transport	0.017
BP	protein modification process	0.039

**Young-inflorescence**		
Ontology	GO Term	FDR
MF	uroporphyrinogen decarboxylase activity	0.011

Shown are significantly enriched GO terms (Fisher test FDR < 0.05). CC: cellular component; MF: molecular function; BP: biological process.

Supplemental Table 2. Inheritance and rewiring of subgenome homeolog expression in each of the four selfed generations (S₅ to S₈) in leaf tissue of a synthetic allotetraploid wheat AT2

Leaf	Parents ^a	Progeny ^b	S ₅	S ₆	S ₇	S ₈
Parental condition	S ^l = A	S ^l = A	23<br>(15.1%)	27<br>(18.1%)	14<br>(9.2%)	27<br>(17.9%)
Parental condition	S ^l < A	S ^l < A	32<br>(21%)	29<br>(19.5%)	18<br>(11.9%)	26<br>(17.2%)
Parental condition	S ^l > A	S ^l > A	30<br>(19.7%)	12<br>(8%)	21<br>(13.8%)	14<br>(9.3%)
No bias in progeny	S ^l < A	S ^l = A	15<br>(9.9%)	18<br>(12%)	16<br>(10.5%)	16<br>(10.6%)
No bias in progeny	S ^l > A	S ^l = A	22<br>(14.5%)	46<br>(30.9%)	28<br>(18.4%)	44<br>(29.1%)
Novel bias in progeny	S ^l = A	S ^l < A	11<br>(7.2%)	8<br>(5.4%)	18<br>(11.9%)	8<br>(5.3%)
Novel bias in progeny	S ^l = A	S ^l > A	7<br>(4.7%)	5<br>(3.4%)	9<br>(5.9%)	5<br>(3.3%)
Novel bias in progeny	S ^l > A	S ^l < A	12<br>(7.9%)	4<br>(2.7%)	16<br>(10.5%)	7<br>(4.6%)
Novel bias in progeny	S ^l < A	S ^l > A	0<br>(0%)	0<br>(0%)	12<br>(7.9%)	4<br>(2.7%)
No bias	41 (26.8%)		60<br>(39.5%)	91<br>(61.1%)	58<br>(38.2%)	87<br>(57.6%)
Overall A-bias	47 (30.7%)		55<br>(36.2%)	41<br>(27.5%)	52<br>(34.2%)	41<br>(27.2%)
Overall S ^l -bias	65 (42.5%)		37<br>(24.3%)	17<br>(11.4%)	42<br>(27.6%)	23<br>(15.2%)

S^l = A denotes equal expression; S^l < A and S^l > A denotes subgenomes S^l-biased and A-biased expression, respectively.

^a Comparison of the relative transcript contribution by subgenomes S^l and A in the *in vitro* "hybrids" (parental cDNA 1:1 mix) based on cDNA-pyrosequencing.

^b Comparison of the relative transcript contribution by subgenomes S^l and A in the four successive generations of AT2 based on cDNA pyrosequencing.

Supplemental Table 3. Inheritance and rewiring of subgenome homeolog expression in each of the four selfed generations (S₅ to S₈) in young inflorescence tissue of a synthetic allotetraploid wheat AT2

Young inflorescence	Parents ^a	Progeny ^b	S ₅	S ₆	S ₇	S ₈
Parental condition	S ^l = A	S ^l = A	11<br>(7.5%)	13<br>(9.2%)	8<br>(5.6%)	12<br>(8.3%)
Parental condition	S ^l < A	S ^l < A	52<br>(35.4%)	43<br>(30.3%)	52<br>(36.1%)	42<br>(29.1%)
Parental condition	S ^l > A	S ^l > A	10<br>(6.8%)	9<br>(6.3%)	11<br>(7.6%)	8<br>(5.6%)
No bias in progeny	S ^l < A	S ^l = A	38<br>(25.8%)	51<br>(35.9%)	39<br>(27.1%)	53<br>(36.8%)
No bias in progeny	S ^l > A	S ^l = A	5<br>(3.4%)	5<br>(3.5%)	4<br>(2.8%)	6<br>(4.2%)
Novel bias in progeny	S ^l = A	S ^l < A	1<br>(0.7%)	1<br>(0.7%)	2<br>(1.4%)	1<br>(0.7%)
Novel bias in progeny	S ^l = A	S ^l > A	12<br>(8.2%)	8<br>(5.6%)	12<br>(8.3%)	9<br>(6.3%)
Novel bias in progeny	S ^l > A	S ^l < A	0<br>(0%)	0<br>(0%)	0<br>(0%)	0<br>(0%)
Novel bias in progeny	S ^l < A	S ^l > A	18<br>(12.2%)	12<br>(8.5%)	16<br>(11.1%)	13<br>(9%)
No bias	22 (15%)		54<br>(36.7%)	69<br>(48.6%)	51<br>(35.4%)	71<br>(49.5%)
Overall A-bias	109 (74.7%)		53<br>(37.3%)	44<br>(31%)	54<br>(37.5%)	43<br>(29.9%)
Overall S ^l -bias	15 (10.3%)		40<br>(28.2%)	29<br>(20.4%)	39<br>(27.1%)	30<br>(20.8%)

S^l = A denotes equal expression; S^l < A and S^l > A denotes subgenomes S^l-biased and A-biased expression, respectively.

^a Comparison of the relative transcript contribution by subgenomes S^l and A in the *in vitro* "hybrids" (parental cDNA 1:1 mix) based on cDNA-pyrosequencing.

^b Comparison of the relative transcript contribution by subgenomes S^l and A in the four successive generations of AT2 based on cDNA pyrosequencing.

Supplemental Table 4. A set of 18 wild (*dicoccoides*) and 14 domesticated (*durum*) nature tetraploid wheats, *T. turgidum*, derived from diverse origins

<i>Dicoccoides</i>		<i>Durum</i>	
Designation	Origin	Designation	Origin
TD	Israel	TTR13	Israel
W1	Mt. Hermon, Israel	Z1	Russia
W2	Rosh Pinna, Israel	Z2	Germany
W3	Tabigha, Israel	Z3	USA
W4	Bat-Shelomo, Israel	Z4	Israel
W5	Mt. Gilboa, Israel	Z5	Eritrea
W6	Mt. Gerizim, Israel	Z6	Italy
W7	Amirim, Israel	Z7	France
W8	Kokhav hashahar, Israel	Z8	Canada
W9	Bet-Oren, Israel	Z9	Ukraine
W10	Givat-Koach, Israel	Z10	Kazakhstan
W11	Gitit, Israel	Z11	Russia
W12	J'aba, Israel	Z12	Ethiopia
W13	Gamlla, Israel	Z13	Tunisia
W14	Tabigha, Israel		
W15	Tabigha, Israel		
W16	Yehudiyya, Israel		
W17	Diyarbakir, Turkey

How the deposited data were processed for this re-analysis (not part of the article)

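Total expression was measured with the Affymetrix GeneChip Wheat Genome Array in leaf and young inflorescence of 9 genotypes (Ae. longissima, T. urartu, their 1:1 RNA mixture called Mix, generations S5 to S8 of AT2, and the natural tetraploids TD and TTR13), with 3 arrays per genotype and tissue, 54 in all. Each array of the 8 genotypes other than Mix is 1 pool of plants, and for Mix it is not stated whether its 3 mixtures came from separate pools. The authors made the log2 values with RMA (background correction, quantile normalization and a summary per probe set), and the sample labels also name MAS5 and limma without versions. The values range like log2 intensities, no array was left out, and all columns were matched to a sample (0 were not). Identical values shared between arrays were not rarer between tissues (0.459% of probe sets, mean of 100 pairs of arrays) than within leaf (0.261%) or young inflorescence (0.435%), and the tissues were treated as normalized together. The genotype field of the labels gives AT2 for every array, and the genotype was read from the titles.

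Each tissue was fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, 1 mean per genotype, 27 arrays, tables read with data.table 1.17.8), and a gene was called at a Benjamini-Yekutieli adjusted p under 0.05, the threshold the paper states. The values were used as deposited. The paper kept probe sets by MAS5 present calls, which need probe-level files that were not used here. In their place probe sets were kept where all 3 arrays of at least 1 of 7 groups exceeded the 65th percentile of their array. PED genes are those called between T. urartu and Ae. longissima, and PEC genes the others. Nonadditive genes are those called between an AT2 generation and Mix. The paper's text names mid-parent values and its Fig. 2A,B shows the Mix arrays, so Mix was the control and computed mid-parent values were alternatives. A nonadditive gene is over-TRE or under-TRE where AT2 is called above or below both parents, and ELD where the parents differ and AT2 is called different from 1 parent and not from the other. A consistent gene is nonadditive with the same sign in all 4 generations.

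Shares of genes were compared with Fisher's exact test or an exact binomial test against equal parts, two-sided, over genes that are not independent. Differences between tissues were tested with an interaction over all 54 arrays. Gene groups were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, with Benjamini-Hochberg adjustment over the groups tested. Before the data were examined 22 gene lists were fixed, but the annotation matched 0 to 4 probe sets of each, too few to test. In their place 14 groups of genes with like symbols were formed from the annotation before any comparison was looked at, and groups with at least 5 analysed members were tested. Named genes were chosen by a rule fixed at the same time as the lists: the 8 largest rises and 8 largest falls of the parental difference, and of the mean of the 4 generations among consistent genes, with arrays that do not overlap and with exactly 1 named gene, and the called members of the groups with the largest changes. No probe set was annotated as uroporphyrinogen decarboxylase.

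Alternatives were Benjamini-Hochberg adjustment, no filter, filters at the 50th and 75th percentile, a fit of only the groups compared, mid-parent values as the mean of the parents' log2 values or as the log2 of the mean of their linear values, a minimum fold change of 1.5, median centring, quantile normalization, only probe sets without the suffixes of shared probes, a replicate block, 2 different controls among the generations, and leaving out each array in turn. Median centring set each array to the same median over the analysed genes, not over all probe sets. Leaving out an array of a group compared makes that group smaller, which by itself lowers the number of calls. The fit was tested on simulated data with planted changes of 1.5-fold, 2-fold and 4-fold in the spread of these arrays. Where the groups compared held 3 arrays each, the 6 arrays were also split in all 10 ways into 3 and 3. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Pyrosequencing, karyotypes and plant traits were not analysed here. The gene ontology terms of the paper could not be traced because the annotation at hand names too few of the probe sets.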

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

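No test in this part was chosen only after its result was seen. Expression changed differently in the 2 tissues for many genes when the difference itself was tested by limma over the 27583 genes analysed in either tissue. The parental difference did so for 10482 genes, the difference of S5 from Mix for 4792, of S6 for 3398, of S7 for 2683, of S8 for 6001 and of the mean of the 4 generations for 5283 (19.2%).

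The AT2 generations also differed from each other, which the paper's text does not test. In leaf 4244 genes differed between S6 and S5, 2813 between S7 and S5, 3026 between S8 and S5, 5228 between S7 and S6, 4423 between S8 and S6 and 2772 between S8 and S7. In young inflorescence the counts were lower, with 1612, 746, 1744, 727, 118 and 707 genes for the same pairs. Several of these counts move by more than 1.5 times with 1 array. In leaf, S7 minus S5 gave 1855, 1752 and 1473 genes without S5 replicate 1, 2 or 3 and 1657 and 1614 without S7 replicate 2 or 3, and S8 minus S5 gave 1971 and 1931 without S5 replicate 2 or 3 and 1978 and 1884 without S8 replicate 2 or 3. S8 minus S7 gave 1838, 1471 and 1463 without S7 replicate 1, 2 or 3 and 1564 and 1327 without S8 replicate 2 or 3. In young inflorescence, S6 minus S5 gave 1026 and S8 minus S5 1074 without S5 replicate 3, and S8 minus S5 gave 1035 and S8 minus S7 313 without S8 replicate 1. S7 minus S5 gave 433, 460 and 356 without S5 replicate 1, 2 or 3 and 290 and 348 without S7 replicate 2 or 3. S7 minus S6 gave 423 and 446 without S6 replicate 1 or 2 and 405, 375 and 399 without S7 replicate 1, 2 or 3, S8 minus S7 gave 363, 330 and 344 without S7 replicate 1, 2 or 3, and S8 minus S6 gave 312 without S8 replicate 3.

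The arrays of the natural tetraploids were in the series, and the paper's text gives no array counts for them. Against the mean of the parents' log2 values, TD differed for 11831 genes in leaf and 10275 in young inflorescence, and TTR13 for 12183 and 13428. The median over all genes lay off 0 in these comparisons, at -0.184 in leaf and -0.143 in young inflorescence for TD and at -0.211 in leaf for TTR13. Against Mix the counts were 7883 and 7774 for TD and 8310 and 9971 for TTR13.

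For 26 comparisons of 3 arrays with 3, the 6 arrays were also split in every other way into 3 and 3. These 10 splits are too few for a share under 0.05, and in each comparison the real split was the 1 with the most calls. Every other split puts arrays of both genotypes into both groups, so a real difference between them widens the spread within the groups. Low counts of the other splits are thus built in where the genotypes differ, and they give no level of calls by chance. The highest count of the other splits was 0 for the PED genes (11746 in leaf and 12252 in young inflorescence with the real split), for the nonadditive genes of leaf (6245, 5124, 2854 and 7618 at S5 to S8) and for those of young inflorescence at S6 (5026) and S7 (3665), and it was 1 at S5 (5802) and 2 at S8 (4656). It was also 0 for both natural tetraploids against Mix. For pairs of generations it was at most 58 (leaf, S8 minus S6), with 4 and 2 for S7 minus S6 and S8 minus S7 in leaf, 34 and 5 for S6 minus S5 and S8 minus S6 in young inflorescence, and 0 for the other pairs.

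In the fit of all arrays S7 had the fewest nonadditive genes of the 4 generations in both tissues, although in leaf its count was 1795 and 1821 without Mix replicate 2 or 3 and 1760 and 1885 without S7 replicate 2 or 3, and in young inflorescence 2409 without Mix replicate 1. The order turns when only the groups compared are fitted, with 1422 genes at S6 against 2281 at S7 in leaf and 1635 at S8 and 2224 at S6 against 2587 at S7 in young inflorescence, and there also without S6 replicate 1 (3720 at S6 and 3814 at S7) and without S8 replicate 1 or 2 (3343 and 3110 at S8, 3496 and 3753 at S7). Leaving out an array of a generation lowers the count of that generation by itself, so the turns without an S6 or S8 array are partly built in. A higher spread between the S7 arrays was not seen. The median standard deviation of S7 was 0.118 in leaf and 0.084 in young inflorescence, not the highest in either. The fit takes 1 spread per gene over all genotypes, so the spread of S7 alone could not set its count. S6 and S8 had wider spreads, with 0.175 and 0.152 in leaf and 0.126 and 0.116 in young inflorescence, and were judged by that shared spread. The fold changes of S7 were 0.652 (leaf) and 0.821 (young inflorescence) times those of the other 3 generations. Its rising genes had the lowest ratio of the 4 generations in both tissues, but its falling genes did not. For falling genes S6 had 0.393 against 0.713 of S7 in leaf. In young inflorescence S6 had 0.841 and S8 0.828 against 0.934 of S7, so the ratios alone do not mark out S7. A signal compressed by 1 factor on the log2 scale would shrink rising and falling genes alike. In young inflorescence the ratios of S7 were 0.75 for rising and 0.934 for falling genes, a difference of 0.184. The other generations also had unlike ratios there, with 1.013 and 1.126 at S5, 1.06 and 0.841 at S6, and 0.982 and 0.828 at S8. Unlike ratios are thus not particular to S7 and cannot decide on compression. In leaf compression stays open as well, with ratios of 0.619 and 0.713 and a difference of 0.094. An added share of parental RNA stays open in both tissues. Such RNA mixes on the linear scale and need not shrink both directions alike, so these ratios cannot decide it. The generation itself, or the plants grown for it, is a biological explanation that stays open and was not tested.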

How the results depend on the processing

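The alternative of a linear mid-parent value for the natural tetraploids was chosen only after the result was seen, and it gave 267 (TD) and 271 (TTR13) consistent genes called the same way in leaf and 364 and 680 in young inflorescence. Over all alternatives and the fits that leave out 1 array, 2355 counts of genes stayed within 1.5 times the reported count and 273 did not. Of values for named genes 1941 kept their direction and their side of the threshold, 56 lost the call and 1 reversed, and of odds ratios 619 kept them and 5 lost the call. The odds ratios of PED over PEC genes kept their direction and call under all alternatives and without any single array, at 1.27 to 1.7 in leaf and 1.6 to 3.22 in young inflorescence without 1 array. Their size depended on the filter and the control, from 1.07 (S8, linear mid-parent value) to 3.84 (S7, no filter) in leaf and from 1.38 (S5, 75th percentile filter) to 7.37 (S7, no filter) in young inflorescence. Where a setting does not itself test fewer genes or ask for larger changes, the cause was not tested. Arrays give no depth, and 3 arrays per group limit what small changes in dim genes can be called.

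With Benjamini-Hochberg adjustment, the consistent genes of leaf numbered 2070 in all, 1552 rising, 518 falling, 569 TRE, 212 ELD, 268 over-TRE PEC and 625 PEC. Nonadditive genes in leaf numbered 10690 at S5, 9762 at S6, 5960 at S7 and 12053 at S8. Between generations, 8036 (S6 minus S5), 6509 (S7 minus S5), 6299 (S8 minus S5), 9553 (S7 minus S6), 7588 (S8 minus S6) and 7316 (S8 minus S7) genes differed in leaf. Of the consistent genes in leaf, those called the same way numbered 916 in TD and 896 in TTR13. The consistent genes of young inflorescence numbered 4131 in all, 2533 rising, 1598 falling, 699 TRE, 293 over-TRE PEC and 968 PEC. In young inflorescence, nonadditive genes numbered 9791 at S5, 9014 at S6, 7433 at S7 and 8563 at S8. Genes of young inflorescence that differed between generations numbered 3762 (S6 minus S5), 2032 (S7 minus S5), 4379 (S8 minus S5), 2398 (S7 minus S6), 312 (S8 minus S6) and 2575 (S8 minus S7). Consistent genes of young inflorescence called the same way numbered 1026 in TD and 1815 in TTR13. Tissue differences under this setting numbered 9179 for S5 minus Mix, 7297 for S6 minus Mix, 5899 for S7 minus Mix, 10307 for S8 minus Mix and 9584 for the AT2 mean minus Mix. With only the groups compared in the fit, the consistent genes of leaf numbered 310 in all, 204 rising, 106 falling, 79 TRE, 70 ELD, 48 over-TRE PEC and 124 PEC. The nonadditive counts of leaf were 1422 at S6. For pairs of generations, the counts of leaf were 1368 (S6 minus S5), 1268 (S8 minus S5), 1201 (S7 minus S6), 646 (S8 minus S6) and 314 (S8 minus S7). Of the consistent genes in leaf, those called the same way numbered 124 in TD and 115 in TTR13. The consistent genes of young inflorescence numbered 824 in all, 413 rising, 411 falling, 78 TRE, 407 ELD, 39 over-TRE PEC and 160 PEC. Nonadditive genes in young inflorescence numbered 2224 at S6 and 1635 at S8. Between generations, 802 (S6 minus S5), 508 (S8 minus S5), 154 (S7 minus S6), 6 (S8 minus S6) and 54 (S8 minus S7) genes differed in young inflorescence. Consistent genes of young inflorescence called the same way numbered 191 in TD and 274 in TTR13. Tissue differences under this setting numbered 1376 for S6 minus Mix. Against the mean of the parents' log2 values, the consistent genes of leaf numbered 2970 in all, 2446 rising, 524 falling, 303 TRE, 679 ELD and 706 PEC. In leaf, nonadditive genes numbered 10715 at S5, 9902 at S6, 6234 at S7 and 11938 at S8. The consistent genes of young inflorescence numbered 3797 in all, 2930 rising, 1216 ELD, 179 over-TRE PEC and 741 PEC. The nonadditive counts of young inflorescence were 8910 at S5, 7979 at S6, 5947 at S7 and 7419 at S8. Against the log2 of the mean of the parents' linear values, the consistent genes of leaf numbered 387 falling and 220 ELD. With only probe sets without shared probes, leaf had 7647 PED genes, 3828 PED genes higher in T. urartu and 3819 PED genes higher in Ae. longissima. The consistent genes of leaf numbered 475 in all, 317 rising, 112 TRE, 57 over-TRE PEC and 147 PEC. Nonadditive genes in leaf numbered 3816 at S5, 3042 at S6, 1802 at S7 and 4566 at S8. Genes of leaf that differed between generations numbered 2617 (S6 minus S5), 1600 (S7 minus S5), 1842 (S8 minus S5), 3218 (S7 minus S6), 2681 (S8 minus S6) and 1531 (S8 minus S7). Of the consistent genes in leaf, those called the same way numbered 208 in TD and 197 in TTR13. Young inflorescence had 8164 PED genes and 4866 PED genes higher in T. urartu. The consistent genes of young inflorescence numbered 704 rising, 157 TRE, 71 over-TRE PEC and 298 PEC. In young inflorescence, nonadditive genes numbered 3708 at S5, 3212 at S6 and 2911 at S8. For pairs of generations, the counts of young inflorescence were 1120 (S8 minus S5), 433 (S7 minus S6) and 403 (S8 minus S7). Consistent genes of young inflorescence called the same way numbered 482 in TTR13. Tissue differences under this setting numbered 6801 for the parental difference, 2983 for S5 minus Mix, 2201 for S6 minus Mix, 1713 for S7 minus Mix, 3700 for S8 minus Mix and 3383 for the AT2 mean minus Mix. With a minimum fold change of 1.5, the consistent genes of young inflorescence numbered 1123 in all, 500 rising, 109 TRE, 49 over-TRE PEC and 253 PEC. The nonadditive counts of young inflorescence were 3399 at S5, 2902 at S6, 2173 at S7 and 2725 at S8. Between generations, 1135 (S8 minus S5) and 457 (S8 minus S7) genes differed in young inflorescence. Of the consistent genes in young inflorescence, those called the same way numbered 255 in TD and 409 in TTR13.

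With an estimated correlation, adjusted p of the translation genes in leaf was 0.199 for S5, 0.226 for S8, 0.21 for the mean of the generations and 0.313 for TTR13 against the mid-parent value, that of the histones in the parental difference of young inflorescence was 0.423 and that of the photosynthesis genes at S5 was 0.191, so these 6 calls are lost. For the translation genes of TTR13 the call is also lost with quantile normalization (adjusted p = 0.196). The odds ratio of nonadditive genes among those higher in Ae. longissima over those higher in T. urartu in leaf at S5 was 0.938 with the filter at the 75th percentile and no longer passed. The wcH2B-8 probe set Ta7378.35.S1_x_at in young inflorescence reversed against the mean of the parents' log2 values, with the mean of the generations 1.94 above it. With S5 and S6 set against Mix and S7 and S8 against the mean of the parents' log2 values, 1018 consistent genes were called in leaf and 1816 in young inflorescence, and with the controls exchanged 892 and 1532.

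Without 1 array at a time, the consistent genes of leaf numbered 438 to 883 in all, 282 to 660 rising, 75 to 172 ELD and 160 to 328 PEC. Nonadditive genes in leaf numbered 3110 to 5352 at S6 and 1760 to 3115 at S7. Genes of leaf that differed between generations numbered 1473 to 3322 (S7 minus S5), 1884 to 3270 (S8 minus S5) and 1327 to 3318 (S8 minus S7). Consistent genes of leaf called the same way numbered 184 to 352 in TD and 184 to 348 in TTR13. The consistent genes of young inflorescence numbered 1238 to 2077 in all, 627 to 1171 rising, 158 to 274 TRE, 71 to 140 over-TRE PEC and 215 to 564 PEC. In young inflorescence, nonadditive genes numbered 2409 to 3941 at S7. For pairs of generations, the counts of young inflorescence were 1026 to 1752 (S6 minus S5), 290 to 893 (S7 minus S5), 1035 to 1973 (S8 minus S5), 375 to 857 (S7 minus S6), 81 to 312 (S8 minus S6) and 313 to 1057 (S8 minus S7). Of the consistent genes in young inflorescence, those called the same way numbered 452 to 817 in TTR13. The odds ratio of nonadditive genes in leaf at S5, Ae. longissima-higher over T. urartu-higher, was 0.773 to 0.958, and it lost the call without T. urartu replicate 1 (0.953) or 2 (0.935) and without S6 replicate 1 (0.929) or 2 (0.958). The adjusted p of the translation genes of TTR13 was 0.0226 to 0.0595, and lay above 0.05 without Ae. longissima replicate 3 (0.0568), T. urartu replicate 3 (0.0559) and TTR13 replicate 2 (0.0559) or 3. The lowest counts of consistent genes came without Mix replicate 3 in leaf and without Mix replicate 1 in young inflorescence.

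With the replicate number as a block, 758 genes were consistent in leaf and 1861 in young inflorescence. The numbers do not pair the arrays: residuals of arrays with the same number correlated by 0.01 on average in leaf and by 0 in young inflorescence, with 36 pairs of genotypes per tissue, and 12 and 11 of 27 arrays lay closest to an array of their own number.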

Differences from the paper's values

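The 12 alternatives set before the data were examined that bear on these values are Benjamini-Hochberg adjustment, no filter, filters at the 50th and the 75th percentile, a fit of only the groups compared, the log2-mean and the linear-mean mid-parent value as control, a minimum fold change of 1.5, median centring, quantile normalization, only probe sets without shared probes, and a replicate block. For each value the alternatives under which it no longer differs are named, and under all others of the 12 it still differs. The threshold on the adjusted p is the paper's, but the paper's filter on MAS5 present calls could not be applied, and the paper analysed 16275 genes in leaf and 19204 in young inflorescence where 24053 and 23348 were analysed here, while its Methods give 24494 and 26197 genes as detected after that filter. A value is said to differ where 1 of the 2 is more than 1.5 times the other and, except for the leading results, they lie further apart than the SD over the fits without 1 array, so a share of PED genes in leaf of 73% in the paper and 48.8% here (1.49 times) does not count. Of 98 values compared, 43 differ.

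The paper's count of consistent genes in leaf is 2432 and the count here 794, and its lowest consistent share of nonadditive genes in leaf is 23% and here 10.4%. The paper's share of nonadditive genes in leaf at S8 is 56.5% and here 31.7%. All 3 no longer differ with Benjamini-Hochberg adjustment or the log2-mean mid-parent value. The paper's lowest share of additive genes in leaf is 43.5% and here 68.3%, which no longer differs with Benjamini-Hochberg adjustment, the 75th percentile filter or either mid-parent value. In leaf the nonadditive share is about 54% at S5, about 48% at S6 and about 36% at S7 in the paper's Fig. 2A, read by eye, and here 26%, 21.3% and 11.9%. These no longer differ with Benjamini-Hochberg adjustment or the log2-mean mid-parent value. In young inflorescence it is about 26% at S7 and about 31% at S8 in the paper's Fig. 2B, read by eye, and here 15.7% and 19.9%. Both no longer differ with Benjamini-Hochberg adjustment, the 75th percentile filter or the log2-mean mid-parent value, and S8 also with the linear-mean one.

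In Fig. S2 the paper's counts of additive PEC genes in leaf are 3174, 3899, 3945 and 3441 at S5 to S8, and here 9475, 9975, 11091 and 8743. S5 and S7 differ under all 12 alternatives, S6 no longer with Benjamini-Hochberg adjustment, and S8 no longer with that or the 75th percentile filter. The paper's additive PED genes in leaf are 5095 at S5, 5822 at S6 and 4800 at S8, and here 8333, 8954 and 7692. All 3 no longer differ with the 75th percentile filter, the log2-mean mid-parent value, a minimum fold change of 1.5 or only probe sets without shared probes, S5 and S8 also with a fit of only the groups compared, and S6 also with Benjamini-Hochberg adjustment or the linear-mean mid-parent value. The paper's over-TRE PEC genes in leaf are 1811, 1748 and 821 at S5, S6 and S7, and here 1097, 898 and 405, and its over-TRE PED genes are 1447, 1131, 501 and 1675 at S5 to S8, and here 480, 380, 147 and 672. All of these no longer differ with Benjamini-Hochberg adjustment. The paper's under-TRE PED genes in leaf are 346, 191, 226 and 482, and here 203, 119, 115 and 310. S5 and S6 no longer differ with median centring or quantile normalization, S8 with either of these or either mid-parent value, and S7 differs under all 12.

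In young inflorescence the paper's additive PEC genes (Fig. S2) are 5284, 6036, 5982 and 6174 at S5 to S8, and here 8889, 9301, 10004 and 9495. They no longer differ with Benjamini-Hochberg adjustment, the 75th percentile filter or only probe sets without shared probes, and S6 and S8 also with either mid-parent value or median centring. The paper's over-TRE PEC genes are 1161, 1131, 334 and 1016, and here 714, 688, 220 and 625. They no longer differ with either mid-parent value, S5, S6 and S8 also with Benjamini-Hochberg adjustment, and S6 and S8 also with no filter or the 50th percentile filter. The paper's over-TRE PED genes are 685 at S5 and 181 at S7, and here 407 and 107, where S5 differs under all 12 alternatives and S7 no longer with either mid-parent value. The paper's under-TRE PED genes at S7 are 194 and here 117, which no longer differs with median centring or quantile normalization.

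Of the consistent genes with 1 class in young inflorescence, the paper's Fig. 3D shows about 28% over-TRE PEC, about 11% over-TRE PED, about 8% under-TRE PEC, about 4% under-TRE PED and about 49% ELD, read by eye, and here the shares are 13.1%, 6.7%, 4.18%, 2.2% and 73.8%. All 5 no longer differ with Benjamini-Hochberg adjustment. Over-TRE PED and ELD also no longer differ with the 75th percentile filter or the linear-mean mid-parent value, under-TRE PEC with the linear-mean mid-parent value or median centring, and under-TRE PED with median centring, quantile normalization or only probe sets without shared probes.

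The paper states that PED and PEC genes had equal propensities for nonadditive expression, and here the odds ratio of PED over PEC genes lay above 1 at every generation, with 1.29 as the lowest. The paper's own counts in Fig. S2 also give PED genes the larger nonadditive share at each generation in both tissues, with almost equal shares in leaf at S7. The odds ratio here came closer to the paper's statement in leaf with the 75th percentile filter (1.12, 1.13, 1.26 and 1.08) and with the linear mid-parent value (1.09 at S6 and 1.07 at S8). The paper places the larger PED share in leaf, and here it was larger in young inflorescence (52.5% against 48.8%). With a minimum fold change of 1.5 or a fit of only the parents the order was that of the paper. The paper states that the directions of PED genes were equal in leaf, and here 48.9% were higher in T. urartu (exact binomial p = 0.0196), a departure that depends on the setting. It is larger with median centring (44.6%), quantile normalization (44.7%), Benjamini-Hochberg adjustment (46.3%) and no filter (46%), and it turns to 50.2% with the 75th percentile filter, 51.3% with a fit of only the parents or a minimum fold change of 1.5, and 50.1% with only probe sets without shared probes. It is no longer called with a replicate block (exact binomial p = 0.0785) and without any of several single arrays, such as Ae. longissima replicate 1 (p = 0.916). The excess toward T. urartu in young inflorescence was found here too (61.1%), but with median centring it was gone (6298 against 6262 genes, exact binomial p = 0.755) and with quantile normalization small (6554 against 6054). It states fewer ELD than TRE genes in both tissues. Here TRE genes outnumbered ELD genes in leaf at S5 and S8 only, and ELD genes outnumbered TRE genes in young inflorescence at each generation, 1768 to 661 at S7, where the paper's own counts in Fig. S2 also hold more ELD than TRE genes. The order at S5 turned in leaf against the log2-mean mid-parent value and in young inflorescence without Mix replicate 1. The paper states more over-TRE than under-TRE genes, found here in 7 of 8 comparisons, with 327 against 334 at S7 in young inflorescence, but with median centring or quantile normalization only at S6 and S8 in young inflorescence. It states like ELD contributions of both parents, and here more ELD genes were at the T. urartu level in each comparison, with an exact binomial p of 0.33 at S7 in young inflorescence and at most 0.0474 in the others, though with median centring or quantile normalization S6 and S8 in young inflorescence no longer passed. It states equal contributions of TRE and ELD genes to the consistent genes of young inflorescence, and here TRE genes were 26.2% of those with 1 class (44.6% with Benjamini-Hochberg adjustment). TRE genes sourced more from PEC genes, and over-TRE and PEC genes as the larger part of the consistent TRE genes, were found here as the paper states.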

Other observations

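The test of PED and PEC genes in young inflorescence alone, the matching of PED genes on spread and the comparison of named genes and gene groups of the natural tetraploids with Mix were chosen only after the result was seen. Many consistent genes of leaf differed from the mid-parent value in the same direction in the natural tetraploids. Of the genes above Mix in all 4 generations in leaf, 33.7% were above the mean of the parents' log2 values in TD and 31.3% in TTR13, against 19.2% and 17.9% of all other genes (Fisher's exact test p = 5.61e-16 and 1.32e-14). Of those below Mix, 55.3% and 60.3% were below it, against 29.4% and 32.2% of the others (Fisher's exact test p = 3.46e-15 and 3.02e-17). In all 315 of the 794 leaf genes were called the same way in TD, 312 in TTR13 and 236 (29.7%) in both. The opposite way went 16.9% of the rising and 24.7% of the falling genes in TD and 19.8% and 17.8% in TTR13. Without Mix replicate 2 or 3 the counts were 184 and 188 for TD and 185 and 184 for TTR13. In young inflorescence 42.6% of rising genes were called the same way in TTR13 (27.4% of the others, Fisher's exact test p = 1.94e-25) and 19.1% in TD (16.8%, p = 0.0467), with 40.5% called the opposite way in TD. Of falling genes there, 24.8% and 31.5% went the same way, which did not differ from the others by Fisher's exact test (p = 0.141 and 0.174), and 56.2% and 56.6% went the opposite way. Against Mix, the control on which these genes were also called, 33.7% and 40.5% of the falling genes went the same way (21.9% and 21.7% of the others, Fisher's exact test p = 2.6e-14 and 6.93e-33). More of them, 42.7% and 45%, went the opposite way. Of the rising genes against Mix, 15.2% went the same way and 32.8% the opposite way in TD, and 43.1% and 23% in TTR13. Against the mean of the parents' log2 values, in all 414 of 1916 genes went the same way in TD and 724 in TTR13 (452 without Mix replicate 1). The B-genome parent of the natural tetraploids was not measured, so the control is that of AT2.

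In the leaf of TTR13, 4 of 7 antioxidant genes were above the mid-parent value, also with either scaling of the arrays (camera adjusted p = 0.00272, adjusted p = 0.0471 with an estimated correlation), and 4 were above Mix (adjusted p = 0.00563, adjusted p = 0.0681 with an estimated correlation, so that this call is lost), and in TD 4 were above and 2 below, which did not pass (adjusted p = 0.0815, adjusted p = 0.302 with an estimated correlation). Single genes are set against Mix here, because the mean of log2 values lies below a mixture of parents that differ much. GSTZ1 was above Mix by 1.51 in TD and 1.39 in TTR13 at TaAffx56524.1.S1_at (standard error 0.14 each) and by 2.24 and 2.20 at Ta237.1.S1_a_at, and Prx1 (Ta6572.1.S1_at) by 0.92 and 1.82 (standard error 0.15). The translation genes were above Mix in TTR13 for 2 of 7 (adjusted p = 0.0293, not kept with an estimated correlation). Ta3348.1.S1_a_at, which rose in all 4 generations of AT2 and was singled out after its values were seen, was above Mix, which lies under the median of its arrays, by at least 5.84 in TD and 5.92 in TTR13. In young inflorescence 5 histone probe sets were above and 6 below Mix in TTR13 and 6 above and 7 below in TD, with wcH2A-9 (Ta27657.1.S1_at) up by 5.46 in TD and 5.70 in TTR13 (standard error 0.32).

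In young inflorescence PED genes higher in Ae. longissima were more often nonadditive than those higher in T. urartu, by 26.1, 14, 25.2 and 13.1 percentage points at S5 to S8. A Mix that was not 1:1 is argued against as the whole cause: although the estimated T. urartu share in Mix was 0.573 ± 0.009 (SD, n = 3), at least 84.3% of the gap was kept against the linear mid-parent value of the parents' own arrays, and gaps of 11.9, 10.9, 16.3 and 10.7 points remained against the mean of their log2 values. Unequal sizes of the parental difference or mean levels are argued against too, since at least 90% was kept after matching on both, and so is a smaller spread of these genes, since the odds ratio matched on residual spread and mean level had a lowest 95% bound of 1.8. The estimated T. urartu share was 0.475 to 0.484 in AT2 in young inflorescence and 0.523 to 0.544 in leaf. Of these nonadditive genes more rose than fell against Mix (1168 and 992, 954 and 710, 911 and 824, and 864 and 708) and more fell than rose against the linear mid-parent value (980 and 1125, 825 and 965, 714 and 957, and 754 and 945), so the direction of the change, and with it any biological explanation, stays open.

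PED genes were more often nonadditive than PEC genes in all 8 comparisons of tissue and generation. If PED calls picked genes with a small spread, in which any change is easier to call, matching on spread and mean level would bring the odds ratio to 1.1 or less. This happened in 0 of the 8 comparisons, with odds ratios of 1.15 to 1.3 in leaf and 1.54 to 2.27 in young inflorescence. The lowest bound of the 95% intervals was 1.45 in young inflorescence, which argues against that cause there, but the interval of leaf S8 reached down to 1.09, so in leaf it stays open. The parents' difference itself is a biological explanation that was not tested apart from it.

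The 4 comparisons of the generations share the Mix arrays, and with 2 different controls the count of consistent genes was at least 32.4 times that of independent lists. Each control was still shared by 2 generations, and independent lists take every gene as equally likely to be called. That ratio therefore does not measure how much of the overlap the shared arrays add. Fold changes of the generations correlated across genes by 0.615 on average in leaf (0.422 to 0.764 over pairs) and 0.847 in young inflorescence (0.785 to 0.916), against 0.498 and 0.5 for simulated unchanged generations with shared Mix arrays, so the lowest pair of leaf lay under the simulated value. Their covariances were 0.136 to 0.345 in leaf and 0.203 to 0.244 in young inflorescence, against 0.018 and 0.009 in the simulation. Mix differed from the mean of the parents' log2 values for 2040 genes in leaf, 1908 of them above it, and for 3187 in young inflorescence, 2625 above, and from the log2 of the mean of their linear values for 89 and 564.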
